# Platelet-Derived Extracellular Vesicles Increase Col8a1 Secretion and Vascular Stiffness in Intimal Injury

**DOI:** 10.3389/fcell.2021.641763

**Published:** 2021-03-02

**Authors:** Han Bao, Zi-Tong Li, Lei-Han Xu, Tong-Yue Su, Yue Han, Min Bao, Ze Liu, Yang-Jing Fan, Yue Lou, Yi Chen, Zong-Lai Jiang, Xiao-Bo Gong, Ying-Xin Qi

**Keywords:** intimal injury, vascular stiffness, platelet-derived extracellular vesicles, vascular smooth muscle cell, col8a1

## Abstract

The arterial mechanical microenvironment, including stiffness, is a crucial pathophysiological feature of vascular remodeling, such as neointimal hyperplasia after carotid endarterectomy and balloon dilatation surgeries. In this study, we examined changes in neointimal stiffness in a Sprague-Dawley rat carotid artery intimal injury model and revealed that extracellular matrix (ECM) secretion and vascular stiffness were increased. Once the endothelial layer is damaged *in vivo*, activated platelets adhere to the intima and may secrete platelet-derived extracellular vesicles (pEVs) and communicate with vascular smooth muscle cells (VSMCs). *In vitro*, pEVs stimulated VSMCs to promote collagen secretion and cell adhesion. MRNA sequencing analysis of a carotid artery intimal injury model showed that ECM factors, including col8a1, col8a2, col12a1, and elastin, were upregulated. Subsequently, ingenuity pathway analysis (IPA) was used to examine the possible signaling pathways involved in the formation of ECM, of which the Akt pathway played a central role. *In vitro*, pEVs activated Akt signaling through the PIP_3_ pathway and induced the production of Col8a1. MicroRNA (miR) sequencing of pEVs released from activated platelets revealed that 14 of the top 30 miRs in pEVs targeted PTEN, which could promote the activation of the Akt pathway. Further research showed that the most abundant miR targeting PTEN was miR-92a-3p, which promoted Col8a1 expression. Interestingly, knockdown of Col8a1 expression *in vivo* abrogated the increase in carotid artery stiffness and simultaneously increased the degree of neointimal hyperplasia. Our results revealed that pEVs may deliver miR-92a-3p to VSMCs to induce the production and secretion of Col8a1 *via* the PTEN/PIP3/Akt pathway, subsequently increasing vascular stiffness. Therefore, pEVs and key molecules may be potential therapeutic targets for treating neointimal hyperplasia.

## Introduction

Extracellular matrix (ECM) stiffness can directly influence many aspects of physiological and pathological processes, including intestine and lung morphogenesis (Rabelink et al., 2017), blood cell development (Leiva et al., 2018), tumor invasion (Schedin and Keely, 2011) and vascular aging (Lacolley et al., 2017). At the cellular level, the stiffness of the extracellular environment plays roles in orienting cell division, directing cell migration, and driving cell differentiation (Handorf et al., 2015). In the cardiovascular system, arterial stiffness associated with cardiovascular diseases has been explored extensively and has been indicated to have a huge impact (Harvey et al., 2016). In hypertension, ECM remodeling, including increasing collagen deposition, cross-linking collagen, and breaking down elastic laminae, affects arterial stiffness and promotes the proliferation of endothelial cells (ECs) and vascular smooth muscle cells (VSMCs) (Thenappan et al., 2018). In addition, in atherosclerosis, the elastic modulus of the thoracic aorta reaches 15 kPa in comparison with 5 kPa in normal mice and increases VSMC proliferation, apoptosis and osteochondrogenic transformation (Xie et al., 2018). Moreover, arterial stiffness could become an important marker to characterize vascular damage (Duprez and Cohn, 2007).

Injury of the arterial endothelial lamina, also called intimal injury, usually occurs after carotid endarterectomy (Budincevic et al., 2015), peripheral artery brachytherapy (Fokkema et al., 2012), stent placement for arterial occlusive disease (Dangas and Kuepper, 2002) and balloon dilatation surgeries (Quencer and Arici, 2015). After intimal injury, VSMC accumulation and extracellular matrix deposition result in intimal hyperplasia and vessel or stent occlusion (Cai et al., 2015). During this process, VSMCs change from a quiescent contractile phenotype to an active synthetic phenotype, which can migrate, proliferate and secrete ECM (Rudijanto, 2007). Subsequently, ECM remodeling changes the mechanical properties of the artery, including vascular elasticity (Stephan et al., 1997) and stiffness (Jaminon et al., 2019). For example, in mechanically injured iliac artery segments in rabbits, collagen types I and III and vascular stiffness were increased, which could induce plaque vulnerability (Kanshana et al., 2018). Although ECM remodeling and vascular stiffness play important roles in regulating intimal injury and intimal hyperplasia, the changes in ECM components and the factors regulating these changes are not fully understood.

There are many factors that can cause VSMC phenotypic transformation to remodel the ECM, such as multiple growth factors (Rudijanto, 2007; Guo et al., 2014), noncoding RNAs (Zeng et al., 2019), lipoproteins (Greig et al., 2015) and chemical compounds (Guo et al., 2019). In addition, platelets, a cellular debris shed by megakaryocytes, was originally thought to be components of coagulation, and now have been proven to play crucial roles in VSMC dysfunction. During intimal injury, platelets are activated, adhere to the intima and participate in intercellular communication with VSMCs (Pang et al., 2019; Zeng et al., 2019). Activated platelets secrete multiple agents, such as thromboxane and PDGF (Pang et al., 2019), leading to the migration and proliferation of VSMCs and promoting the formation of plaques. In recent years, research has shown that platelet-derived extracellular vesicles (pEVs), which are released by activated platelets, can transport molecules and participate in intercellular communication (Laffont et al., 2013). For example, pEVs containing serotonin and TXA2 could induce rabbit VSMC proliferation at the sites of vascular injury (Pakala, 2004).

Extracellular vesicles (EVs), which range in size from 40 nm to 5 μm, include small EVs (exosomes, arrestin-domain-containing protein 1-mediated microvesicles, etc.) and large EVs (microvesicles, apoptotic bodies, etc.) (Jeppesen et al., 2019). Previous studies showed that there were many bioactive molecules delivered by pEVs, including lipids, proteins, nucleic acids, and organelles involved in numerous biological processes (Puhm et al., 2020). For example, pEV-derived TGF-β can induce the differentiation of naïve CD4^+^ T cells into Foxp3^+^ regulatory T cells, which can influence T lymphocytes that are recruited to atherosclerotic lesions (Vajen et al., 2015). In addition, pEVs can deliver small noncoding RNAs, such as miR-223, to ECs and repress the expression of target mRNAs, such as FBXW7 and EFNA1 (Laffont et al., 2013). Although pEVs can participate in the regulation of VSMC proliferation (Pakala, 2004) and migration (Shan et al., 2015) through the delivery of a variety of molecules, it is still unclear whether pEVs can affect VSMC-induced ECM remodeling and arterial stiffness in the context of intimal injury.

In the present study, we examined vascular stiffness in intimal injury and the regulatory mechanisms of pEVs in ECM remodeling mediated by VSMCs. This study may provide new insight into the changes in vascular stiffness in intimal injury and may provide novel mechanoresponsive targets for the maintenance of vascular homeostasis.

## Materials and Methods

The main methods are described in the text, and additional methods are detailed in the Supporting Information (Supplementary Materials and Methods).

### Rat Carotid Artery Intimal Injury Model

The animal care and experimental protocols were conducted in accordance with the Animal Management Rules of China (55, 2001, Ministry of Health, China), and the study was approved by the Animal Research Committee of Shanghai Jiao Tong University.

Male Sprague-Dawley (SD) rats with an average weight of 400 g were anesthetized with isoflurane inhalation (MATRX VIP 3000, United States). The left carotid arteries were exposed, and a percutaneous transluminal angioplasty balloon dilatation catheter (2 F, 0.67 mm, Edwards Lifesciences, United States) was used to establish vascular intimal injury (Raugi et al., 1990). The arteries were then harvested after 2 weeks, and the undamaged right carotid artery served as the self-control.

### Immunofluorescence Staining

The carotid arteries samples were fixed in 4% paraformaldehyde, dehydrated in 30% sucrose solution, and then cut into 6-μm sections. The frozen sections were washed three times with PBS, permeabilized with 0.3% Triton X-100 for 30 min, and immersed in a solution of 10% goat serum for 30 min at room temperature to block nonspecific binding. Subsequently, the sections were incubated with the primary antibodies against Col8a1 (1:400, Proteintech Group, United States), Col8a2 (1:400, Abcepta, United States), SMA (1:500, Invitrogen, United States), vWF (1:500, Cell Signaling Technology, United States), CD41 (1:500, Cell Signaling Technology, United States) at 4°C overnight. After incubated with secondary antibody (1:1000. Abcam, United Kingdom) for 2 h, DAPI was used for nuclei staining for 15 min at room temperature. Staining at the cellular level, paraformaldehyde was used to fix VSMCs for 30 min and then followed the above method. Photographs were taken by confocal microscopy (LV1000; Olympus).

### FISH Analysis

Six-μm frozen-sections of carotid artery samples were treated with 0.3% H_2_O_2_ to block endogenous peroxide activity and proteinase K (5 mg⋅mL^–1^) for permeabilization. The samples were then hybridized with a miR-92a-3p biotinylated probe or a NC probe (Shanghai GenePharma, China) (200 nM) overnight at 56°C. The FISH signals were amplified with Tyramide SuperBoost Kits (Thermo Fisher Scientific, United States) followed by an Alexa Fluor Tyramide Kit (Thermo Fisher Scientific, United States), and photographed under confocal microscopy (LV1000; Olympus). The sequences of the RNA oligos were listed in Supplementary Table 1.

### Ultrasound Imaging

Multi-mode Ultrasound Imaging System (Fujifilm VisualSonics, United States) was used to detect the change in arterial diameter (%) of the carotid artery in rats after intimal injury. SD rats were anesthetized with isoflurane (MATRX VIP 3000, United States) and signals were collected using 20 MHz MX Series transducer (MX250S) in “M-Mode”. Data analysis were performed on FUJIFILM VisualSonics Measurement software.

### Vascular Stiffness Measurement

Piuma Nanoindenter (Optics11, Netherlands) was used to detect the stiffness of the carotid artery after intimal injury (Xie et al., 2018). A probe with a 0.49 N⋅m^–1^ spring constant and a 31 μm spherical indentation radius was used. All measurements were performed with the carotid artery flattened onto the bottom of a dish and submerged in PBS at room temperature. The indents were depth controlled (10 μm), and the loading and unloading period was set to be 2 s. Based on the load-displacement curves, the Young’s modulus was calculated using the Hertz spherical indentation model in Piuma Software (version: V3.3.0). For vascular stiffness analysis, 5-10 measurements were made on each carotid artery.

### Nanoparticle Tracking Analysis

Nanoparticle tracking analysis was used to analyze the number and diameter of pEVs (Szatanek et al., 2017). The obtained pEVs were diluted with PBS and loaded into the NanoSight module (NanoSight NS300, United Kingdom) for measurement. The module was washed with PBS after each measurement.

### Transcriptome Sequencing and miR Sequencing

The intimal injury arteries harvested after 2 weeks, and the undamaged right carotid artery served as the self-control, then performed transcriptome sequencing (GEO accession numbers: GSE164050). And the miR sequencing used by activated platelets and platelets released pEVs. Differentially expressed mRNAs or miRs were analyzed utilizing DESeq with the following criteria: fold change > 2 and false discovery rate (FDR) < 0.05. Afterwards, the ClustVis. web tool^1^ was used to upload raw data and create heatmaps.

### Ingenuity Pathway Analysis

The possible biological processes and functional classifications were obtained with Ingenuity Pathway Analysis (IPA) software^2^ (Content version: 57662101, Qiagen, Germany). “Formation of extracelluar matirx” related genes in “Diseases and Functions model” were fist selected based on transcriptome sequencing data. Besides, the most abundant 30 miRs expressed in pEVs were uploaded into IPA to analyze their downstream target genes and main functions involved in. IPA integrated the available knowledge on genes, drugs, chemicals, protein families, processes, and pathways based on the interactions and functions derived from the Ingenuity Pathways Knowledge Database Literature, and understands the complex biological and chemical systems at the core of life science research based on lectures or predicated analysis (Dai et al., 2009).

### Stimulation of VSMCs With LY294002

LY294002 (10 μM), a highly selective inhibitor of phosphatidylinositol 3 (PI3) kinase, was preincubated with VSMCs for 1 h before adding pEVs. The same volume of DMSO was used as control.

### PIP_3_ ELISA

The concentration of PIP_3_ in VSMCs was determined by ELISA using a rat PIP_3_ ELISA kit (Shanghai FanTai Biotechnology, China). The kit used bi-antibody sandwich method to determine the level of PIP_3_. First of all, the sample added to the microwells of the coated PIP_3_ monoclonal antibody, and then it is combined with HRP-labeled PIP_3_ antibody to form an antibody-antigen-enzyme-labeled antibody complex. After 3 times washing by PBS, the substrate TMB and acid were added for chromogenic reaction. The absorbance (OD value) was measured with the microplate reader (Bio-Rad 680, Bio-Rad, United States) at a wavelength of 450 nm.

### Dual Luciferase Reporter Assay

The 3′ untranslated regions (UTRs) of PTEN including the predicted miR-92a-3p binding sequences, and the mutation segment were all obtained by gene synthesis. The segments were inserted into the downstream of the luciferase reporter gene (psiCheck-2, Promega, United States), respectively. To determine the suppressing efficiency of miR-92a-3p, HEK-293T cells were transfected with the reporter plasmid or the mutated vectors together with miR-92a-3p mimic or NC. Twenty-four h later, firefly and renilla luciferase activities were measured consecutively using a dual luciferase reporter assay system (Promega, United States).

### Local Injection of Col8a1 SiRNA

After carotid artery intimal injury surgery, the rats were randomly assigned to two groups: subcutaneous injections of 300 μl of anti-col8a1 siRNA (1 μM) or negative control (Pillé et al., 2005). Subcutaneous injections were repeated every 2 days for a total of 2 weeks.

### Statistical Analysis

Each experiment was performed at least in quadruplicate of biological replicates. Statistical analysis was performed and figures were prepared with the GraphPad Prism 6.0 (GraphPad Software, CA, United States). All values are expressed as the mean ± SD. The Gaussian distribution of values was analyzed by the Kolmogorov-Smirnov test. A paired *t*-test was used for paired data with a Gaussian distribution; A Wilcoxon matched-pairs signed rank test was used for paired data that lacked a Gaussian distribution or a sample size that was less than 5. In addition, the Friedman test was used for multiple comparisons with a single reference group whose sample size was less than 5. An unpaired *t*-test was used for unpaired data with a Gaussian distribution. Differences with values of *P* < 0.05 were regarded as statistically significant.

## Results

### Intimal Injury Increases Vascular Stiffness and Promotes Collagen Accumulation

To explore the mechanical properties of the carotid artery after injury, we used ultrasound imaging to measure the deformation of the carotid artery following cardiac pulsation (Figure 1A) and a Piuma Nanoindenter to measure the stiffness of the carotid artery (Figure 1B) at 2 weeks after injury. Compared with that of the self-contralateral common carotid artery, the change in arterial diameter (%) (Safar et al., 1981) at 2 weeks after intimal injury surgery was significantly decreased (Figure 1A). Moreover, compared with that of the control, the stiffness of the carotid artery increased from an average of 13.45 kPa to an average of 20.98 kPa (Figure 1B).

**FIGURE 1:**
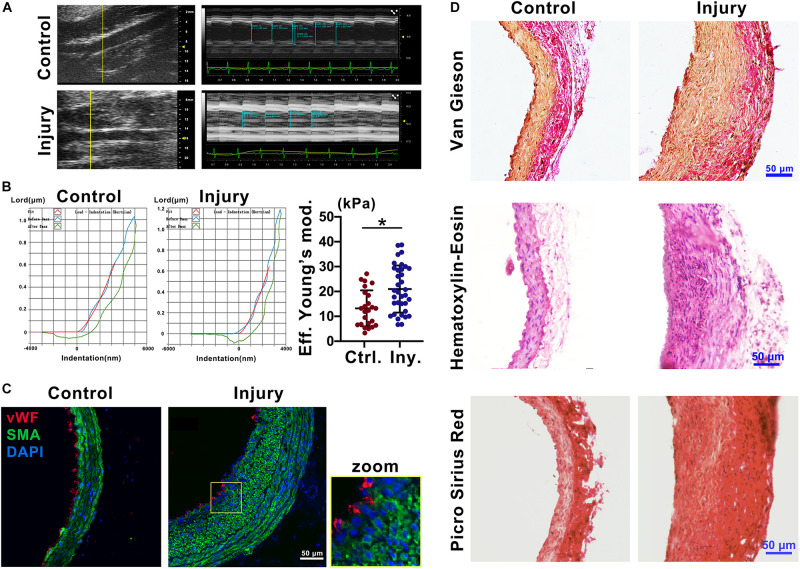
Intimal injury promoted neointimal hyperplasia and increased vascular stiffness. **(A)** Ultrasound imaging was used to measure the change in arterial diameter (%). At 2 weeks after intimal injury surgery, the change in arterial diameter was significantly decreased. **(B)** The Piuma nanoindenter was used to determine vascular stiffness, and the stiffness of the carotid artery increased from an average of 13.45 kPa to an average of 20.98 kPa after intimal injury surgery. **(C)** Immunofluorescence was used to determine the type of cells in areas of neointimal hyperplasia, and most of the hyperplasia involved VSMCs. Green indicates SMA staining (VSMCs), red indicates vWF staining (ECs), and nuclear staining is shown in blue by DAPI (bar = 50 μm). **(D)** Elastin-van Gieson, hematoxylin-eosin (HE), and picrosirius red staining revealed that the area of neointimal hyperplasia was significantly thickened and collagen accumulated 2 weeks after intimal injury compared with those of the contralateral common carotid artery (control) (bar = 50 μm). The values are shown as the mean ± SD, *P < 0.05 vs. control (*n* = 4 biological replicates).

To address the progression of vascular remodeling after intimal injury, elastin-van Gieson, hematoxylin-eosin (HE), and picrosirius red staining were used to examine the neointima, vascular morphology and collagen levels in the common carotid artery at 2 weeks after injury (Figure 1D). Compared with that of the self-contralateral common carotid artery, the neointima and VSMCs were significantly thickened and increased in the injured carotid artery (Figures 1C,D). Collagen accumulated in the vessel wall, especially in areas of neointimal hyperplasia (Figure 1D). These results suggested that in the intimal injury model, the stiffness of the injured vessel was increased at approximately 2 weeks. The main component in areas of hyperplasia was VSMCs, and there was a large amount of collagen in the neointima, which may affect the mechanical properties of the injured artery.

### pEVs Interact With VSMCs to Promote the Secretion of Collagen

Immunofluorescence staining revealed that CD41-positive pEVs were closely adjacent to VSMCs in the injured carotid artery *in vivo* (Figure 2A). Then, Nanoparticle Tracking Analysis (NTA) was used to examine the concentration and size distribution of the circulating EVs after intimal injury surgery. The results showed that compared with the control group, the number and size of circulating EVs did not change significantly after intimal injury surgery (Supplementary Figure 1). This may because that the activation of platelets and the release of pEVs mainly occur in the injured area, and cannot significantly affect the number of pEVs in the entire blood.

**FIGURE 2:**
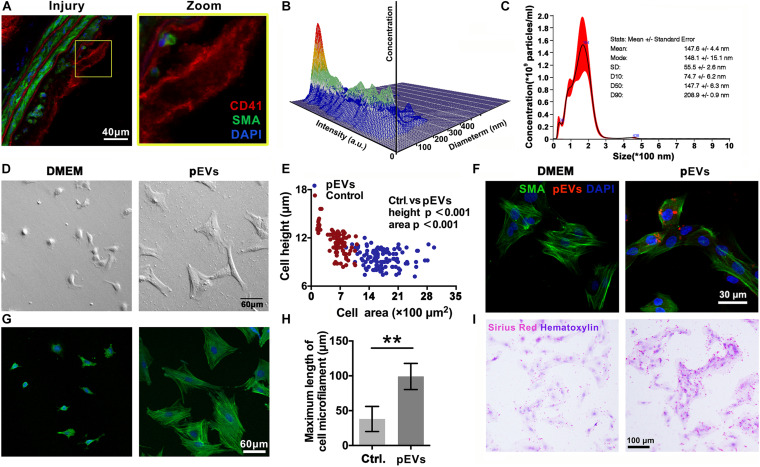
pEVs interacted with VSMCs to promote collagen secretion. **(A)** Immunofluorescence staining was used to examine the adhesion of VSMCs *in situ* compared with that in the control group. Green indicates SMA staining (VSMCs), red indicates CD41 staining (pEVs), and nuclear staining is shown in blue by DAPI (bar = 40 μm). **(B,C)** Nanoparticle tracking analysis (NTA) was used to examine the concentration and size distribution of the pEVs. The results revealed that most of the pEVs were between 100 and 300 nm in size. **(D,E)** Cell morphological analysis revealed the adhesion of VSMCs to glass culture dishes after pEV stimulation. The area and height of cell adhesion were measured by the confocal microscope. After pEV stimulation, more VSMCs adhered and spread on the surface of the glass plate compared with the control (bar = 60 μm). **(F)** pEVs significantly adhered to VSMCs at 1 h. Red fluorescence shows the pEV membranes, which were labeled with the fluorescent cell linker PKH26, green fluorescence shows SMA staining (VSMCs), and blue fluorescence shows DAPI-labeled nuclei (bar = 30 μm). **(G,H)** Microtubule staining showed changes in microtubule length, and more bundles of long microtubules were present in the VSMCs stimulated by pEVs than in unstimulated cells (bar = 60 μm). **(I)** Picrosirius red staining was used to analyze whether VSMC collagen secretion changed after pEV stimulation. Compared with unstimulated VSMCs, VSMCs stimulated with pEVs secreted more collagen (bar = 100 μm). The values are shown as the mean ± SD, *P < 0.05, **P < 0.01 vs. control (*n* = 4 biological replicates).

*In vitro*, Electron microscopy imaging and NTA indicated that the size of most pEVs secreted by activated platelets was between 100 to 200 nm (Figures 2B,C and Supplementary Figure 2). Moreover, nanoparticle tracking analysis (NTA) indicated that the size a peak was at 164 nm. In addition, there was a small peak at 36 nm, indicating that there might be a small amount of exosomes in the extracted pEVs (Figures 2B,C).

To investigate the adhesion of pEVs to VSMCs *in vitro*, pEVs were labeled with the red fluorescent cell linker PKH26. The immunofluorescence staining results showed that PKH26-positive pEVs adhered to VSMCs after pEV stimulation for 1 h (Figure 2F). When pEVs and newly digested and suspended VSMCs were mixed and seeded on an uncoated glass plate, more VSMCs adhered and spread on the glass surface than in the control group (Figures 2D,E), indicating that pEVs promoted VSMC adhesion. In addition, increased bundles of long microtubules were present in VSMCs stimulated by pEVs (Figures 2G,H), which might be because VSMCs secrete large amounts of extracellular matrix (ECM), and VSMCs have improved focal adhesion on a smooth glass plate (Humphries, 2009). Subsequently, picrosirius red staining was used to analyze whether collagen secretion by VSMCs was changed after pEV stimulation. Compared with unstimulated VSMCs, VSMCs stimulated by pEVs secreted more collagen (Figure 2I). These results suggested that during vascular intimal injury, pEVs could interact with VSMCs and cause VSMCs to secrete increased ECM, thereby inducing vascular ECM remodeling. Then, we focused on the ECM, expecially the members of collagen to determine their roles in the process of endometrial injury.

### Intimal Injury and pEVs Upregulate Col8a1 Expression

To explore the ECM and ECM regulatory factors involved in neointimal hyperplasia in an intimal injury model, we used mRNA sequencing to analyze the changes in mRNA expression in the injured carotid artery at 2 weeks after surgery. 

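mRNA was sequenced from 4 injured carotid arteries and 4 undamaged contralateral carotid arteries, harvested 2 weeks after surgery. The authors deposited the number of reads counted on each of 37209 genes, listed by symbol, without normalization. The paper's text does not name the aligner, the counting tool or the genome build. The total count lay between 13470754 and 15276952 per control artery, with a median of 14922348.5. In the injured arteries it lay between 11459632 and 16658089, with a median of 14460282. A floor of 3 counts was set. It was 0.18 to 0.262 CPM, the count scaled to a common library size, and this floor covers counting error only. The protocol text attached to the libraries speaks of brain tissue, whereas the paper and the other labels name the carotid artery. Of 9 neuron and brain marker genes, Neurod6 and Gad2 had at most 2 counts in any of the 8 libraries, Slc17a7 at most 8, Gad1 at most 27 and Rbfox3 at most 34. Others had more, with 27147 counts of Syt1, 6177 of Snap25 and 284 of Camk2a in control artery 4 and 3497 of Gfap in injured artery 3. Counts were normalized with the TMM factors of edgeR, and genes with too few counts for a test were removed with its filterByExpr function, which left 14359 genes. The injured and control arteries were compared with edgeR's quasi-likelihood test. A gene was called differentially expressed at a false discovery rate (FDR, Benjamini-Hochberg adjustment) under 0.05 together with a fold change above 2, the paper's criteria. The paper used DESeq, and DESeq2 was run as an alternative. On simulated counts with 200 genes changed by a factor of 4, the edgeR test called 154 of them and 8 unchanged genes, out of 14126 genes, while DESeq2 called 187 of them and 49 unchanged genes. The changed genes were drawn from the better expressed ones, and no simulated library was set apart from its group. Control artery 4 differed from the others. Its log2 CPM correlated with those of the other controls at 0.83 to 0.852 across genes, while the other controls correlated with each other at 0.976 to 0.978.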

Among the differentially expressed genes, 237 genes were identified as “extracellular space” by IPA (Supplementary Table 2). 

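In all, 1562 genes were differentially expressed, of which 1193 were upregulated and 369 were downregulated in the injured arteries. DESeq2, which tested 23447 genes against 14359 with edgeR, called 2151 genes, 1549 of them shared with the edgeR calls. The control was the other carotid artery of the same animal, so the fit was repeated with the replicate number as a block. With the replicate block, 1187 genes were called, 1137 of them shared. The deviations of same-numbered arteries from their group means correlated at -0.046 on average over all genes. The average covers values of 0.301 and 0.45 for replicates 1 and 2 and of -0.52 and -0.416 for replicates 3 and 4. Over 20 RT1 genes, of the rat major histocompatibility complex, same-numbered arteries correlated at 0.485 on average, the highest of the 24 possible pairings. Without control artery 4, 2398 genes were called. Of the 236 symbols in Supplementary Table 2, 232 matched a gene of the count table, 230 by symbol and 2 by a synonym of the GRCr8 annotation, and they gave 230 different genes. Of these genes, 203 had enough counts for the test and 181 were called, 140 upregulated and 41 downregulated. Adjusted over the list alone, 202 were called. Because the list holds the paper's own calls on these arteries, that second number shows no stability. With DESeq2 and its larger set of tested genes, 229 genes of the list were called, and with the replicate block, 135. The list came from the paper's DESeq calls on these arteries, so the 229 is no independent check either.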

Subsequently, we used UniProt^3^ and GO “molecular function” analyses to distinguish these “extracellular space” molecules into the “extracellular matrix structural constituent” and “extracellular matrix organization and metalloendopeptidase activity” categories (Supplementary Table 3). Among them, the “extracellular matrix structural constituent” category contained 20 molecules, and the “extracellular matrix organization and metalloendopeptidase activity” category contained 43 molecules (Supplementary Table 3 and Figure 3A).

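Supplementary Table 3 lists 20 molecules with the mark for structural constituents and 42 with the mark for organization and metalloendopeptidase activity. All 62 symbols matched a gene of the count table. In the edgeR comparison, 18 of the structural constituents and 41 of the other molecules were differentially expressed in the listed direction. The structural constituents had a median log2 fold change of 2.29, and the organization and metalloendopeptidase molecules one of 1.91. The replicate block left 44 molecules of both categories called, DESeq2 called 62, and a test against a fold change of 2 in place of a test against no change called 31. The molecules were taken from the paper's DESeq calls on these arteries, so the 62 is no independent check.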

**FIGURE 3:**
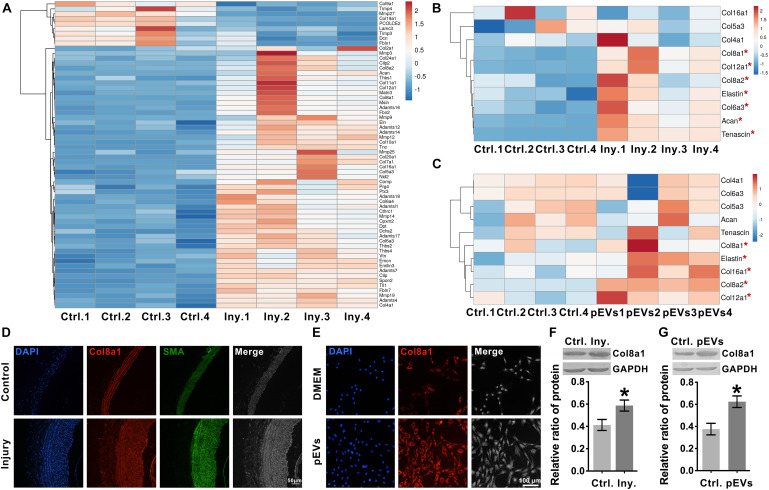
Intimal injury and pEVs regulated the increase in Col8a1 expression. **(A)** Bioinformatics analysis revealed 63 distinct molecules related to ECM remodeling in the intimal injury model by mRNA sequencing. **(B,C)** Real-time RT-PCR was used to measure the expression of the 10 molecules with the highest abundance and differential expression, as determined by mRNA sequencing of extracellular matrix structural components. **(B)** Thee intimal injury group was compared with the self-contralateral common carotid artery, and **(C)** the pEV stimulation group was compared with the control group. **(D,E)** Immunofluorescence staining was used to measure Col8a1 accumulation in response to intimal injury or pEV stimulation *in vitro*. The results showed that in response to either intimal injury **(D)** or pEV stimulation **(E)**, the fluorescence intensity of Col8a1 increased significantly. **(F,G)** Western blotting was used to measure the expression of Col8a1. The results showed that in response to either intimal injury **(F)** or pEV stimulation **(G)**, the expression of Col8a1 increased significantly. The values are shown as the mean ± SD, *P < 0.05 vs. control (*n* = 4 biological replicates).

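Of the 62 molecules of Supplementary Table 3, 61 had enough counts for the edgeR test, and 50 were called upregulated and 9 downregulated. Mmp12 had the largest log2 fold change, 8.45 (standard error 0.67, adjusted p = 0.000298 from edgeR's quasi-likelihood test). Its count was at most 3 in every control artery, and against that floor its mean was at least 316.3-fold higher after injury. Mmp9 followed with 7.26 and an adjusted p of 0.0027 in the same edgeR test. The largest falls were those of Mmp27, with a log2 fold change of -4.52, Col19a1, with -2.66, and PCOLCE2, with -2.08, and their adjusted p in edgeR's test was 0.00119, 0.00441 and 0.00176. Col2a1 was not called, with a log2 fold change of 2.30 and an adjusted p of 0.119 in edgeR's test, and its CPM overlapped between the groups. Mmp3 had too few counts for the edgeR test.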

We selected the 10 molecules with the highest abundance and greater than 2-fold differential expression in the “extracellular matrix structural constituent” category for subsequent analysis. 

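Elastin (Eln) was the most abundant of the 10 molecules at 17783 ± 6922 CPM (SD, n = 4) in the control arteries and 42657 ± 11323 CPM (SD, n = 4) after injury. Its log2 fold change of 1.26 (standard error 0.42) had an adjusted p of 0.0753 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and was not called. Control artery 4 had 7494 CPM of Eln, whereas the other controls had 20190 to 22441 CPM. DESeq2 called Eln with an adjusted p of 0.00415. The other 9 molecules were called by edgeR. Col8a1 rose from 56.5 ± 9.02 CPM (SD, n = 4) to 411 ± 197 CPM (SD, n = 4), a log2 fold change of 2.86 (standard error 0.32, adjusted p = 0.00111 from edgeR's test). The exact permutation test of its log2 CPM over all 70 relabellings, which ignore the possible pairing, gave p = 0.0286, two-sided. This is the smallest p that 4 arteries against 4 allow, and all 10 molecules had it, Eln included. Injured artery 2 had 704.8 CPM of Col8a1 and the other injured arteries had 292 to 348 CPM. Each artery was also left out in turn. The log2 fold change of Col8a1 stayed between 2.47 and 2.99, and Col8a1 was called in all 8 fits. The replicate block gave 2.77 with an adjusted p of 0.00621 in the edgeR test. The log2 fold change of Col8a2 was 2.19 (standard error 0.39) and that of Col12a1 was 3.09 (standard error 0.51). Those of Acan and Tnc were larger, at 6.20 (standard error 0.87) and 4.97 (standard error 0.56). Col16a1 had 1.98 (standard error 0.15) and the smallest adjusted p of the 10 in edgeR's test, 0.000226. Col5a3, Col6a3 and Col4a1 had log2 fold changes of 1.60, 1.36 and 1.09. Col6a3 and Col4a1 were no longer called with the replicate block, at an adjusted p of 0.0604 and 0.0606 in the edgeR test. Of the 8 fits that each left out one artery, Col5a3 was called in 3, Col6a3 in 4, Col4a1 in 7 and Eln in 1. Without control artery 4, the log2 fold change of Col4a1 was 0.94. By average log2 CPM, the 10 were the 10 most abundant of the 20 structural constituents. From their abundance and differential expression, the paper selected them for subsequent analysis.

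**Figure D1:**
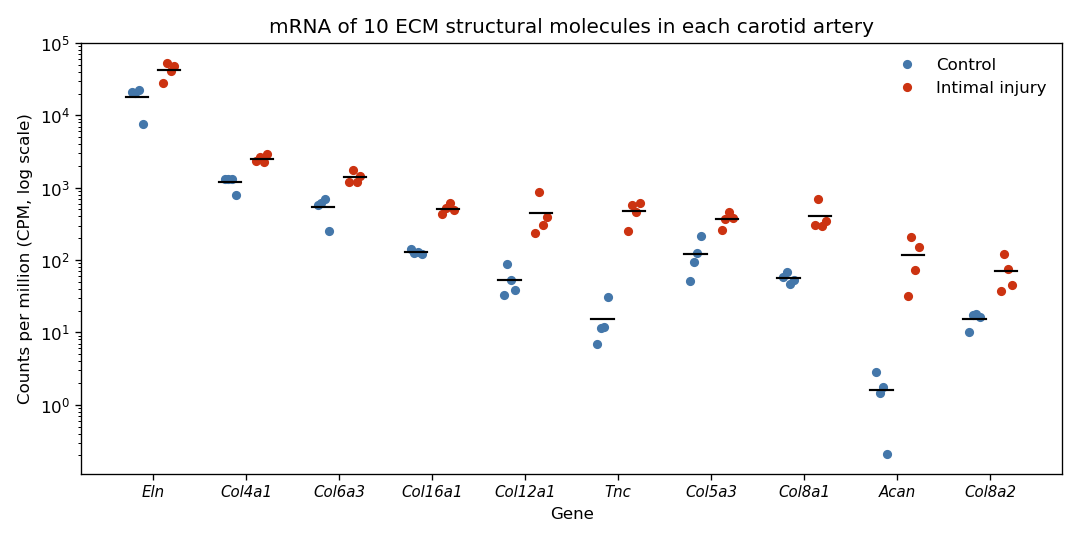
CPM of the 10 molecules in each artery on a log axis, with genes on the horizontal axis, 1 point per artery (blue, control, n = 4; red, intimal injury, n = 4) and a black line at the mean of each group. In every gene the injured arteries lie above the controls, and control artery 4 has the lowest Eln, at 7494 CPM.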

As shown in Figure 3B, real-time RT-PCR analysis validated that col8a1, col12a1, col8a2, elastin, col6a3, acan and tenascin expression levels were significantly upregulated at 2 weeks after intimal injury surgery compared with those of the self-contralateral common carotid artery. *In vitro*, after pEV stimulation for 12 h, qPCR analysis showed that col8a1, elastin, col16a1, col8a2 and col12a1 expression levels were significantly upregulated compared with those of the control (Figure 3C). The expression levels of col8a1, col8a2, col12a1, and elastin changed in response to both stimuli. Among these molecules, the Col VIII family has been proven to play an important role in changes in the stiffness of atherosclerotic plaques (Merei et al., 2017). Therefore, we performed immunofluorescence and western blotting analyses of Col8a1 and Col8a2.

The immunofluorescence staining results showed that in the neointima after intimal injury *in vivo* and in VSMCs stimulated with pEVs *in vitro*, the fluorescence intensities of Col8a1 and Col8a2 increased significantly (Figures 3D,E and Supplementary Figure 3). Col8a1 was mostly located in the cytoplasm, as shown immunofluorescence staining, and the qPCR and western blotting results revealed that col8a1 mRNA and protein expression also significantly increased (Figures 3F,G). However, Col8a2 was mostly located in the nucleus (Supplementary Figure 3B), which was different from the traditional understanding of VSMCs (Stephan et al., 2004; Adiguzel et al., 2006). These results suggest that pEV-induced VSMCs produce and secrete Col8a1, which may contribute to ECM remodeling during vascular intimal injury.

### PIP_3_/Akt Signaling Regulates the Production of Col8a1

To investigate the molecules transported by pEVs that are involved in regulating the production of Col8a1, IPA software was used to analyze related molecules that may participate in the regulation of “formation of extracellular matrix” (Figure 4A). 

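Supplementary Table 4 lists 36 entries for the formation of extracellular matrix, of which 24 name a single gene and 12 a chemical, a group or another kind of entry. All 24 genes matched the count table, and 22 had enough counts for the edgeR test between injured and control arteries. Of these, 5 were differentially expressed, each upregulated, namely Apoe, Plaur, Csf1r, Ptx3 and Ror2. Ptx3 and Ror2 are named because they were called, after their values were seen. Apoe had the largest log2 fold change, 2.41 (standard error 0.61, adjusted p = 0.0304 from edgeR's quasi-likelihood test), and it rose from 472 ± 474 CPM (SD, n = 4) to 2504 ± 546 CPM (SD, n = 4), with 1183 CPM in control artery 4. Apoe was no longer called in 7 of the 8 fits that left out one artery. It was called without control artery 4, with a log2 fold change of 3.41 (adjusted p = 0.000127 in edgeR's test). The replicate block also called it, with 2.85 (adjusted p = 0.0346 in edgeR's test). Plaur and Csf1r followed with log2 fold changes of 2.17 and 2.00. The lowest were Adm at -0.97, Cd9 at -0.69 and Itgb1 at -0.68, and none of them passed both criteria. With the replicate block, 4 genes of the list were called.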

The results revealed that 36 molecules correlated with the formation of extracellular matrix (Figure 4A and Supplementary Table 4). Among them, we focused on Akt signaling, which is the core signaling pathway that participates in this network (Figure 4B). 

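In the injured arteries, Akt1 mRNA was 258 ± 11.4 CPM (SD, n = 4) against 231 ± 9.29 CPM (SD, n = 4) in the controls, a log2 fold change of 0.16 (standard error 0.10, adjusted p = 0.3 from edgeR's quasi-likelihood test). Of 22 genes of Akt signaling listed before the counts were read, 3 were called, all upregulated. They are named after their values were seen. Pik3cg had a log2 fold change of 1.81, Il6r 1.72 and Ccnd1 1.31. The same number was called with the replicate block. As a set, the 22 genes were not called (adjusted p = 0.901 from limma's camera test), and 9 of them had a positive log2 fold change. Their median was -0.14, and 0.03 with library totals only. These are mRNA levels in the whole artery and do not measure phosphorylated Akt.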

Western blotting was used to measure the expression of phosphorylated Akt in VSMCs after pEV stimulation, and we found that Akt was significantly activated (Figure 4C). In order to detect whether the Akt carried by pEVs contribute to the Akt changes in VSMCs, which subsequently increased the phosphorylation of Akt, the expression of total Akt in VSMCs after pEVs stimulation was analyzed (Supplementary Figure 4). The results showed that the expression of total Akt was similar between the control group and pEVs stimulation group, which indicated that the increased pAkt may be activated by pEVs but not via the direct delivery.

**FIGURE 4:**
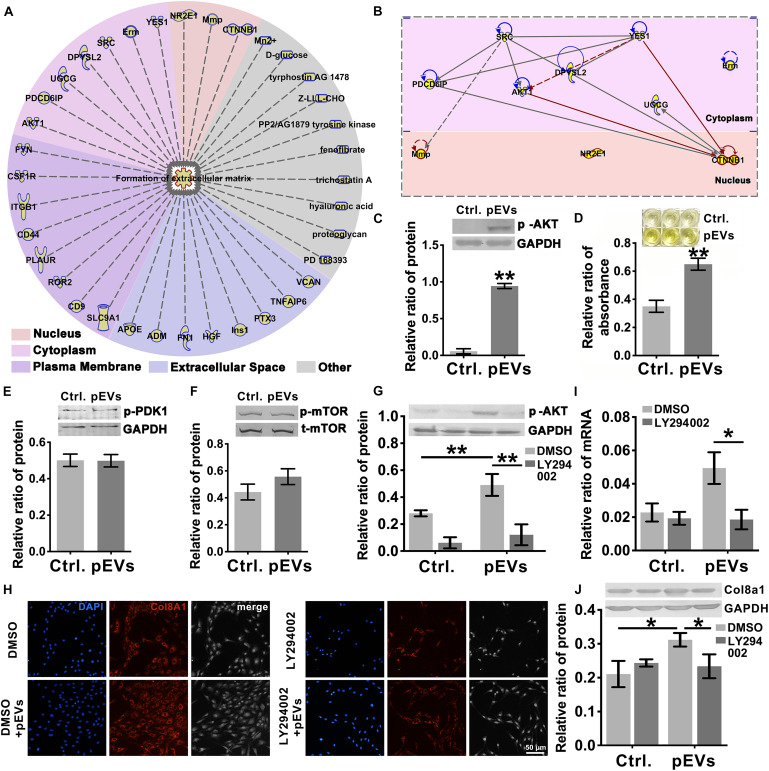
PIP_3_/Akt signaling regulated the production of Col8a1. **(A)** IPA software was used to analyze related molecules that can participate in the regulation of “formation of extracellular matrix” and **(B)** the core signaling pathways in the cytoplasm and nucleus participated in this network. **(C)** Western blotting was used to measure the expression of phosphorylated Akt in VSMCs, and the results showed that Akt was significantly activated after pEV stimulation. **(D–F)** ELISA and western blotting were used to analyze molecules involved in the activation of Akt. Only the level of PIP_3_ increased significantly in VSMCs after pEV stimulation, **(D)** while PDK1 **(E)** and mTORC **(F)** were unchanged. **(G–J)** The specific PIP_3_/Akt signaling inhibitor LY294002 was used to examine the effect of PIP_3_/Akt signaling on the production of Col8a1. **(G)** LY294002 significantly abrogated the expression of p-Akt induced by pEVs and blocked the mRNA **(I)** and protein expression of col8a1 **(H,J)**. The values are shown as the mean ± SD, *P < 0.05, **P < 0.01 vs. control (*n* = 4 biological replicates).

Since multiple molecules, such as PIP_3_, PDK1 and mTORC2, have been reported to be involved in the activation of Akt (Xu et al., 2015), western blotting and ELISA were further performed (Figures 4D–F). Among these three molecules, only the expression of PIP_3_ increased significantly in VSMCs stimulated with pEVs. The stimulation of pEVs was complicated, and using IPA software the potential interleaving of multiple signal networks which may lead to the activation of Akt and inactivation of PDK1 and mTOR were analyzed (Supplementary Figure 5). Therefore, Akt activation may be due to the activation of upstream PIP_3_ induced by pEVs.

To further verify the effect of PIP_3_/Akt signaling on the production of Col8a1 by VSMCs, cells were pretreated with LY294002, a specific inhibitor of PIP_3_/Akt signaling, for 1 h and then treated with pEVs. LY294002 significantly abrogated the expression level of p-Akt induced by pEVs (Figure 4G). After treatment with pEVs for 12 h, LY294002 also had the same effect on the repression of col8a1 mRNA (Figure 4I). Immunofluorescence staining and western blotting showed that the addition of LY294002 blocked the protein expression of Col8a1 in VSMCs stimulated with pEVs (Figures 4H,J). These results suggested that PIP_3_/Akt signaling participated in the production of Col8a1 by VSMCs stimulated with pEVs.

### miR-92a-3p Delivered by pEVs Induces the Production of Col8a1 by Inhibiting PTEN

Recent studies have shown that pEVs can deliver a variety of miRs (Laffont et al., 2013). MiR sequencing was used to identify the top 30 miRs expressed in pEVs secreted from activated platelets (Figure 5A). The functions of the downstream target molecules (82 in total) of these 30 miRs were analyzed by IPA software, and we found that the downstream molecules were mainly related to “cellular movement” and “cardiovascular system development” (Figure 5B and Supplementary Table 5). A total of 41 of the 82 molecules formed a core network structure, of which 7 key molecules were involved in the Akt signaling pathway (Figure 5C and Supplementary Table 6).

**FIGURE 5:**
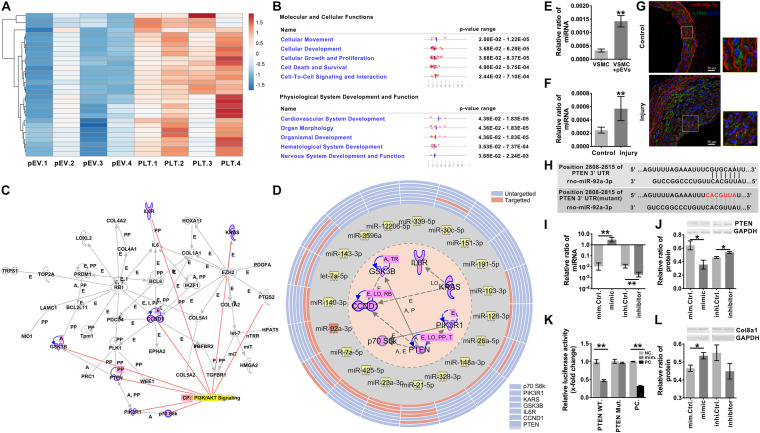
miR-92a-3p upregulated the production of Col8a1 by inhibiting the expression of PTEN. **(A)** mRNA sequencing was used to analyze activated platelets and their secreted pEVs, and the top 30 miRs in pEVs are shown. **(B)** IPA software was used to analyze the downstream target molecules of the top 30 miRs in pEVs, and these molecules were mainly related to “cellular movement” and “cardiovascular system development.” **(C)** IPA software was used to analyze the core downstream network that intersected PI3K/AKT signaling and identified 7 key molecules involved in the Akt signaling pathway. **(D)** IPA software and a literature search were used to analyze miRs and their target mRNAs. Among the 30 miRs, 14 miRs targeted the same molecule, PTEN. **(E,F)** Real-time RT-PCR was used to measure miR-92a-3p expression in response to intimal injury or pEV stimulation *in vitro*. The results showed that in response to either pEV stimulation **(E)** or intimal injury **(F)**, miR-92a-3p expression increased significantly. **(G)** In the intimal injury model, FISH was used to measure miR-92a-3p expression *in situ*. The results validated that miR-92a-3p expression levels were significantly upregulated in VSMCs compared with the self-contralateral carotid artery. **(H)** The PTEN 3’UTR has a binding site for miR-92a-3p. **(I)** The qPCR results showed that the miR-92a-3p mimic or inhibitor significantly increased or decreased miR-92a-3p expression in VSMCs, respectively. **(J)** Western blotting indicated that in VSMCs, the miR-92a-3p mimic reduced the protein expression of PTEN, while the miR-92a-3p inhibitor increased PTEN expression compared with that of the control. **(K)** A dual luciferase reporter gene system was used to examine the luciferase activity in wild-type (WT) and mutant PTEN 3’UTRs in negative control and miR-92a-3p mimic-treated HEK-293T cells. miR-92a-3p significantly reduced the luciferase activity of the wild-type PTEN 3’UTR compared with the negative control in three culture replicates. **(L)** Western blotting indicated that in VSMCs, miR-92a-3p mimics increased the protein expression of Col8a1, which was mediated by PTEN. The values are shown as the mean ± SD, *P < 0.05, **P < 0.01 vs. control (*n* = 4 biological replicates).

Among the 30 miRs, 19 core seed sequences could bind to the 3’UTRs of different target gene mRNAs (Supplementary Table 7). Among the 30 miRs, 14 miRs targeted the same molecule, PTEN, which was the most common of all 7 targeted molecules associated with PI3K/Akt signaling (Figure 5D and Supplementary Table 8). Therefore, miR-92a-3p, which targeted PTEN and was the most highly expressed in pEVs, was selected for follow-up studies.

After pEV stimulation for 12 h *in vitro*, the qPCR results verified that miR-92a-3p expression in VSMCs was significantly upregulated in comparison with that of the control (Figure 5E). To detect whether the increased miR- 92a-3p was produced by VSMCs or was delivered by pEVs to VSMCs, the precursor of miR-92a-3p (pre-miR-92a-3p) in VSMCs was detected. If the miR-92a-3p was produced by VSMCs, pre-miR-92a-3p would increase in VSMCs (Supplementary Figure 6). The results showed that the expression of pre-miR-92a-3p were similar between the control group and pEVs stimulation group, which indicated that the increased miR-92a-3p was transferred by pEVs. Moreover, western blotting showed that PTEN expression in VSMCs was significantly downregulated after pEV stimulation for 24 h (Supplementary Figure 7). *In vivo*, qPCR and FISH results verified that miR-92a-3p expression levels were significantly upregulated in VSMCs 2 weeks after intimal injury surgery in comparison with those of the self-contralateral carotid artery (Figures 5F,G). There was a predicted binding site for miR-92a-3p at the PTEN 3’UTR site 2808-2815 (Figure 5H and Supplementary Table 9), indicating that miR-92a-3p may negatively regulate PTEN protein expression.

Subsequently, miR-92a-3p was overexpressed or knocked down in VSMCs with a specific mimic or inhibitor, respectively (Figure 5I). Western blotting indicated that the miR-92a-3p mimic significantly reduced the protein expression of PTEN, whereas the inhibitor increased PTEN levels compared with those of the respective NC (Figure 5J). These results indicate that miR-92a-3p plays an important role in the regulation of PTEN expression.

Dual luciferase reporter gene analysis was then used to assess the binding and inhibitory capacity of miR-92a-3p for the target sites of the PTEN 3′UTR. Compared with the NC, cotransfection of the miR-92a-3p mimic with the wild-type 3′UTR of PTEN significantly decreased the luciferase activity in HEK-293T cells (Figure 5K). In contrast, there was no significant change when miR-92a-3p was cotransfected with the mutant PTEN 3’UTR compared to the NC (Figures 5H,K).

Then, we evaluated the impact of miR-92a-3p changes on Col8a1. The qPCR and western blot results indicated that the miR-92a-3p mimic significantly increased the mRNA and protein expression of col8a1 (Figure 5L and Supplementary Figure 8). These results indicated that miR-92a-3p negatively regulated the expression of PTEN and subsequently promoted the production of Col8a1 in VSMCs.

### Knockdown of Col8a1 Downregulates Vascular Stiffness

To further elucidate the effects of Col8a1 on vascular stiffness in the intimal injury model, col8a1 small interfering RNA (siRNA) was injected locally to knockdown Col8a1 expression (Supplementary Figure 9). Three pairs of specific siRNAs were designed, and the most efficient siRNA, si-#2, was identified (Figure 6A and Supplementary Table 1). In intimal injury, the siRNA significantly reduced the mRNA and protein expression of col8a1 compared with that of the NC (Figures 6B,C). Vascular morphological analysis revealed that the vessel wall was thickened, but the collagen density was reduced after col8a1 siRNA injection (Figures 6D,E).

**FIGURE 6:**
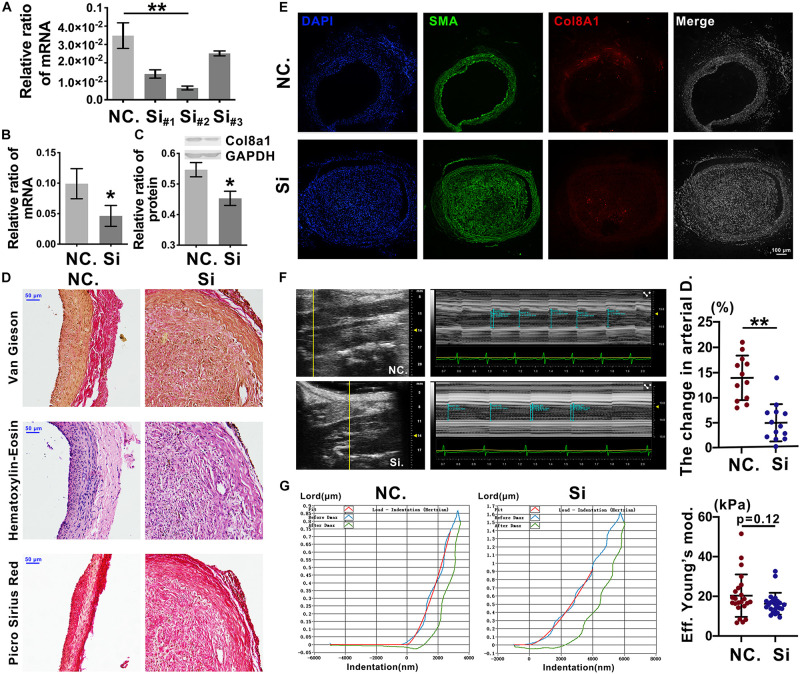
Knockdown of Col8a1 downregulated vascular stiffness. **(A)** Real-time RT-PCR results showed the interference efficiencies of 3 col8a1 siRNA sequences, and si#2 was the most efficient siRNA. **(B,C)** Real-time RT-PCR and western blotting were used to determine the efficiency of si#2 *in vivo*. Compared with the NC, si#2 significantly reduced the mRNA **(B)** and protein **(C)** expression of col8a1. **(D)** Elastin-van Gieson, hematoxylin-eosin (HE), and picrosirius red staining revealed that compared with that of NC administration, neointimal hyperplasia and vascular morphology were thickened after Col8a1 knockdown, but the collagen density was reduced (bar = 50 μm). **(E)** Immunofluorescence was used to examine Col8a1 accumulation in the col8a1 siRNA and control injection groups. Green indicates SMA staining (VSMCs), red indicates Col8a1 staining, and nuclear staining is shown in blue by DAPI (bar = 100 μm). **(F)** Ultrasound imaging was used to measure the change in arterial diameter (%). After col8a1 siRNA injection, at 2 weeks after intimal injury surgery, the change in arterial diameter was significantly increased. **(G)** The Piuma nanoindenter was used to determine vascular stiffness, and the stiffness of the carotid artery decreased from an average of 20.31 kPa to an average of 16.28 kPa compared with that of the NC group. The values are shown as the mean ± SD, *P < 0.05, **P < 0.01 vs. control (*n* = 4 biological replicates).

Regarding the mechanical properties of the carotid artery, compared with that of NC injection after intimal injury, siRNA injection significantly decreased the change in arterial diameter (%) at 2 weeks after intimal injury surgery from an average of 13.93% to an average of 4.82% (Figure 6F). Moreover, the stiffness of the carotid artery decreased from an average of 20.31 kPa to an average of 16.28 kPa compared with that of the NC group (Figure 6G). These results suggested that Col8a1 knockdown could alleviate the increase in vascular stiffness in the intimal injury model.

## Discussion

Mechano-homeostasis plays a key role in maintaining the biological functions of the cardiovascular system and the pathological development of cardiovascular disease (Chien, 2007; Haga et al., 2007). A variety of mechanical stresses change, coordinate and control a variety of vascular cells, including ECs and vascular smooth muscle cells (VSMCs) (Tanaka et al., 2019; Zhang et al., 2020; Ngai et al., 2020). Therefore, exploring the changes in the mechanical stress that arterial cells are subjected to is crucial to understanding the mechanobiological mechanisms underlying vascular cell dysfunction. Here, we found that pEVs target VSMCs and effectively promote the production of Col8a1, an important component of the ECM that participates in vascular stiffness.

In the pathogenesis of many cardiovascular diseases, ECM remodeling is closely related to vascular stiffness. Alterations in extracellular matrix composition and arterial geometry result in structural arterial stiffness (Namba et al., 2019). In a murine femoral wire injury model associated with intimal hyperplasia, there is substantial collagen and proteoglycan deposition (Fu et al., 2014), which may cause changes in vascular stiffness. In addition, collagen type I (Lee et al., 2009; Kanshana et al., 2018), type III (Kanshana et al., 2018), type VIII (Plenz et al., 1999) and fibronectin (Yao et al., 2009) are upregulated in different animal intimal injury models. For example, in mechanically injured iliac artery segments in rabbits, collagen types I and III and VSMCs are increased, and there is a reduction in the immunolabeling of macrophage markers (CD68) (Kanshana et al., 2018). In addition, the matrix metalloproteinase (MMP) family, is also essential for arterial stiffening (Liu et al., 2015). MMPs can lead to degradation and remodeling of the arterial ECM and affect arterial stiffening (Liu et al., 2015). In mechanical intimal injury, MMP2 (Tummers et al., 2010) and MMP9 (Cho and Reidy, 2002) are significantly elevated. After acute vascular injury, MMP12 is induced in VSMCs and influences elastin degradation and arterial stiffening (Liu et al., 2015).

Col8a1 is a short chain member of type VIII collagen (Greenhill et al., 2000). In the vessel wall, Col8a1 is mainly located in the subendothelial space, subendothelium and media of arteries, and is secreted by ECs and VSMCs (Plenz et al., 2003). It has been reported that the increased expression of Col8a1 promotes proliferation and migration of ECs and VSMCs (Plenz et al., 2003). At earlier stages of atherogenesis, endothelial derived Col8a1 has been proved to be a key factor in EC proliferation which may play a positive role in endothelial repair and the integrity of neointima (Plenz et al., 1999, 2003). Whereas, VSMC derived Col8a1 mainly takes part in the atherosclerotic plaque development at later stages (Yasuda et al., 2000), and increases VSMC proliferation in ApoE^–/–^ atherosclerotic mice (Yasuda et al., 2000; Lopes et al., 2013). In rat carotid artery balloon injury model, Col8a1secreted by VSMC is overexpressed in the luminal part of carotids after endothelial denudation, and strongly promotes migration of VSMCs (Sibinga et al., 1997). In our study, silencing Col8a1 induced the neointimal hyperplasia which suggested the increased contents of VSMCs, meanwhile, reduced the stiffness of the carotid artery. These studies suggest that although the indiscriminate repression of Col8a1 in all vascular cells could alleviate the increased vascular stiffness, it may also block EC repair which causes excessive proliferation of VSMCs. Whether the VSMC specific knockdown of Col8a1 will be a potential therapeutic target for treating neointimal hyperplasia induced by vascular intima injury and carotid surgery is still unclear and should be further studied in the future.

After vascular intima injury and carotid surgery, the adhesion and aggregation of circulating platelets on the injured intima was an important pathological process (Zaldivia et al., 2017). The activation of platelets and pEV secretion at the intima injury and atherosclerotic plaque could cause VSMC phenotypic switching, migration and proliferation, and subsequent facilitate vascular calcification (Schurgers et al., 2018). Hence, the antiplatelet agents could significantly reduce the risk of carotid stenosis recurrence by reducing platelets deposited at the site of the injured endothelium and vascular inflammation (Dharmakidari et al., 2017; Liu et al., 2018). However, the antiplatelet agent still has its limitations in the treatment of intimal injury. For example, despite the widespread application of drug-eluting stents and anti-platelet therapy, instent restenosis remains a major clinical issue in percutaneous coronary interventions (Waksman and Steinvil, 2016; Liu et al., 2018). In terms of basic research, antiplatelet agent–acetylsalicylic acid (ASA; aspirin), has no significant effect on vascular remodeling in response to denudation injury to rat carotid arteries (Yang et al., 2004). Rosińska’s research also reported that despite the ani-aggregation role of aspirin in platelet, it has no significant effect on microvesicle parameters, including pEVs (Rosińska et al., 2019). Hence, further understanding the platelet and pEVs relative mechanisms in intimal injury may provide novel targets to prevent intimal hyperplasia and vessel or stent occlusion.

In 1967, platelet-derived microparticles (pMPs), which are now called pEVs, were first identified during blood coagulation research and were called platelet dust (Wolf, 1967). We now know that pEVs contain abundant genetic materials and bioactive molecules and transfer these contents from platelets to recipient cells in the circulatory system (Puhm et al., 2020). In our study, pEVs activated PIP_3_/Akt signaling to promote Col8a1 production. Interestingly, several inflammatory factors, oxidative stress-related factors were also changed by pEVs (Supplementary Figure 10). In fact, based on the results reported by Dean et al. (2009), we analyzed 449 proteins present in pEVs and examined their relationship with PIP_3_/Akt signaling. Functional analysis of these molecules by IPA software showed that these 449 molecules were mainly related to “inflammatory response” and “cellular compromise” (Supplementary Figure 11A), and among them, OCRL, ITGB3, and RAP1A. may be involved in the activation of the Akt pathway (Supplementary Figure 11B). The molecular mechanism by which pEVs activate VSMCs is quite complicated and still requires further research.

Many miRs are involved in the development of cardiovascular disease (Wojciechowska et al., 2017). The different miRs, including miR-92a, have different effects in the occurrence and development of cardiovascular diseases. In vascular ECs, up-regulated miR-92a in neointimal lesions caused by wire-induced injury, impairs cell proliferation and migration *via* repressing integrin α5 and sirtuin1, which subsequently reduces eNOS (Daniel et al., 2014). In VSMCs, increased expression of miR-92a, induced by PDGF-BB during the formation of atherosclerosis plaque in mice, promotes cell proliferation and migration via targeting KLF4 (Wang et al., 2019). These results indicate that miR-92a induces the dysfunctions of vascular cells and participates in the pathological process of intimal injury or atherosclerosis. On the other hand, a protective effect of miR-92a on vascular homeostasis was also reported. In older adults and old B6D2F1 mice (an established model of vascular aging), miR-92a expression is reduced which contributes to age-related endothelial dysfunction and increased large artery stiffness (Hazra et al., 2016). In our present work, miR-92a-3p delivered by pEVs targets to PTEN, which then activates the Akt signaling and causes Col8a1 deposition at the intimal injury arteries. These works revealed a varied of functions of miR-92a in different cardiovascular diseases and in different types of cells. This may due to the difference in the pathogenesis of cardiovascular diseases and the complexity of the biological signaling networks caused by miR-92a.

In summary, the current study revealed that during intimal injury, pEVs are located at the injury site, contact VSMCs, and may deliver miR-92a-3p, which in turn represses PTEN and promotes the activation of the Akt pathway and Col8a1 production in VSMCs. Knockdown of Col8a1 expression abrogated the increase in carotid artery stiffness. Therefore, pEVs and the key molecules involved in stiffness modulation may be potential therapeutic targets for neointimal hyperplasia.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI Gene Expression Omnibus, accession no: GSE164050.

## Ethics Statement

The animal study was reviewed and approved by Animal Research Committee of Shanghai Jiao Tong University.

## Author Contributions

HB and Y-XQ designed the research. HB, Z-TL, L-HX, T-YS, YH, MB, ZL, Y-JF, YL, and YC performed the research. HB and Z-TL analyzed the data. HB, Z-LJ, X-BG, and Y-XQ wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

3 ′ UTRs: 3 ′ untranslated regions
Col8a1: Collagen type VIII alpha 1 chain
CS: cyclic stretch
ECM: extracellular matrix
ECs: endothelial cells
HE staining: hematoxylin-eosin staining
IPA: ingenuity pathway analysis
MMP: matrix metalloproteinase
NTA: nanoparticle tracking analysis
OSS: oscillatory shear stress
pEVs: platelet-derived extracellular vesicles
pMPs: platelet-derived microparticles
SD rats: Sprague-Dawley rats
siRNA: small interfering RNA
VSMCs: vascular smooth muscle cells.

# Supplementary material for: Platelet-Derived Extracellular Vesicles Increase Col8a1 Secretion and Vascular Stiffness in Intimal Injury
**Source:** Front Cell Dev Biol. 2021 Mar 2;9:641763. doi: 10.3389/fcell.2021.641763
**Supplement:** Supplementary file 1

**Supplemental Materials for**

**Bao H, et al. Platelet-derived extracellular vesicles increase Col8a1 secretion and vascular stiffness in intimal injury**

**Supplementary Materials and Methods**

**Hematoxylin-Eosin, Elastin Van Gieson and Sirus Red Stain**

Carotid arteries were fixed in 4% paraformaldehyde, dehydrated in 30% sucrose, and embedded in paraffin (Leica Geosystems 7P1020, Germany). Six μm sections were prepared (Leica Geosystems RM2265, Germany).

Hematoxylin-Eosin staining (HE staining) was used to detect the morphology of artery after intimal injury for 2 wks. The undamaged right carotid artery served as the self-control. Sections were stained with hematoxylin for 8 min, rinsed with distilled water, and immersed into 0.1% hydrochloric acid in 70% ethanol for 5 s. After rinsed with tap water for 5 min, 0.3% ammonium hydroxide was used for 5 min. Sections were stained with eosin for 30 s, and rinsed again with distilled water. Increasing concentrations of ethanol (70%, 90%, 95% and 100%, respectively) were then used for dehydration, which followed by xylene twice. In HE staining, the cell nucleus was stained with hematoxylin into blue, and the cytoplasm was stained with eosin into pink.

Elastin Van Gieson staining was used to visualized the elastic fibers in artery after intimal injury for 2 wks. The undamaged right carotid artery served as the self-control. Sections were stained with Weigert Solution (Fuchsin basic, resorcinol, water, and hydrochloric acid) for 6 h, directly immerged into Differentiation Solution (1% hydrochloric acid alcohol), and then flushed with water. Van Gieson Dye Solution (1% Fuchsinacid aqueous solution and saturated aqueous picric acid solution) was used to restain the sections for 1-2 min (Huang et al., 2017). In Elastin Van Gieson staining, the collagen fibers were stained into bright red, and the remaining connective tissues were stained into yellow.

The Sirus Red was a strongly acidic anionic dye that could react with alkaline collagen. Sections were stained with Picro Sirus Red Solution (Maokangbio, China) for 1 h, and rinsed with distilled water. Sections were stained with Mayer’s Hematoxylin Dye Solution for 8 min, and rinsed with distilled water. Increasing concentrations of ethanol (70%, 90%, 95% and 100%, respectively) were then used for dehydration, which followed by xylene twice. Staining at the cellular level, 4% paraformaldehyde was used to fix VSMCs for 30 min and then followed the above method. In Sirus Red staining, the collagen fibers were stained into red, the nucleus were stained into blue, and other components were stained into yellow.

The microscope (Olympus Corporation IX71, Japan) was used to observe images.

**Transmission electron microscope (TEM) analysis**

Samples were prepared as previously described (Liu et al., 2002). Ultrathin sections were cut with an Ultratome (UC6-FC6, Leica, Germany), counterstained with uranyl acetate and lead citrate, and observed under an electron microscope (Tecnai G2 Spirit, FEI, USA).

**VSMCs culture**

Male Sprague-Dawley rats (160-180 g) were euthanized with intraperitoneal pentobarbitone injection (75 mg/kg). Primary VSMCs were cultured from the carotid artery via an explanting technique. After the removal of the adventitia and endothelium, the media of carotid artery was isolated surgically and minced into small pieces, which were plated onto 25 cm^2^ culture flasks with DMEM (Gibco, USA) containing 10% heat-inactivated FBS (Gibco, Australia) and were incubated at 37°C in a humidified incubator (95% air and 5% CO_2_). The VSMC monolayers were passaged every 2-3 d after trypsinization, and cells in passages 4-7 were used for experiments.

**Preparation of pEVs**

pEVs were isolated following the previous researches (Liu et al., 2006; Laffont et al., 2013). Briefly, whole blood was collected from the abdominal aorta of anesthetized rats into a syringe containing 100 μL·mL^-1^ anticoagulant in 0.5% sodium chloride solution. Platelets were harvested by centrifugation at 1000 g for 10 min and resuspended in HEPES-Tyrode buffer (130 mM NaCl, 3 mM KCl, 0.3 mM Na_2_HPO_4_, 12 mM NaHCO_3_, 20 mM HEPES, 5 mM monohydrate D-glucose, 0.5 mM MgCl_2_, pH 7.4). The resuspended platelets were activated with 1 μL·mL^-1^ collagen I for 1 h and then centrifuged at 2800 g for 15 min to prepare a platelet-free releasate. pEVs were collected from the remaining supernatant by centrifuging at 20500 g for 90 min. NTA were then used to detection the size and number of pEVs.

**Stimulation of VSMCs with pEVs**

The VSMCs, completely attached to the coated glass plate, were incubated with pEVs (10^9^·mL^-1^) for 1 h or 24 h at 37°C with 5% CO_2_. To analyze the adhesion of pEVs to VSMCs, pEVs were labeled with PKH26 (Sigma-Aldrich, USA), and incubated with VSMCs for 1 h. The VSMCs were fixed with 4% paraformaldehyde for 30 min. Then, SMA antibody (1:500, Invitrogen, USA) and DAPI was used to stain. Photographs were taken by confocal microscopy (LV1000; Olympus).

**Detection the adhesion and spreading of VSMCs**

The newly digested and suspended VSMCs were mixed with pre-extracted pEVs (10^9^·mL^-1^) for 5 min, then the mixture was seeded onto an uncoated glass plate for 24 h at 37°C with 5% CO_2_ (Humphries et al., 2009). The VSMCs were fixed with 4% paraformaldehyde for 30 min, and were visualized with a brightfield microscope. Then VSMCs were labeled with SMA antibody (1:500, Invitrogen, USA), and DAPI. Photographs were taken by confocal microscopy (LV1000; Olympus) to calculate the maximum length of microfilament, cell height and area of the VSMCs.

**Quantitative real-time PCR**

Total RNA was isolated with TRIzol Reagent. The isolated RNA was reverse transcribed into complementary DNA using the RT primer for miRs (GenePharma, China) or oligo-dT for mRNA. QPCR was performed using SYBR Green Supermix (TaKaRa, USA) and mRNAs expression were normalized against relative to GAPDH, and miRs to U6 snRNA. The PCR condition were as follows: 95°C for 3 min followed by 40 cycles of 95°C for 15 s and 60°C for 30 s. All primers used for quantitative RT-PCR analysis are listed in Supplementary Table 1. Expression of the different genes was measured by the 2^-ΔC(T)^ method (Schmittgen et al., 2008).

**Western blotting**

Western blotting was performed using antibodies directed against Col8a1 (1:300, Proteintech Group, USA), Col8a2 (1:300, Abcepta, USA), PTEN (1:500, Cell Signaling Technologies), p-Akt (1:500, Cell Signaling Technologies), p-PDK1 (1:500, Cell Signaling Technologies), p-mTOR/mTOR (1:500, Cell Signaling Technologies) and GAPDH (1:1000, Cell Signaling Technologies). After incubation with alkaline phosphatase-conjugated secondary antibodies (1:1,000, Jackson Immunoresearch, USA), the signals were visualized with nitroblue tetrazolium/bromo-chloro-indolyl phosphate (Bio Basic, Canada) and quantified with Image Studio.

**Transfection with miR mimics, miR inhibitor or siRNA**

The sequences of rno-miR-92a-3p mimic, rno-miR-92a-3p inhibitor, col8a1 siRNA or the respective negative controls (NC.) (Gene-Pharma, China) were listed in Supplementary Table 1. VSMCs were seeded onto 6-well cell culture plates at a density of 2×10^5^ cells. After a 24 h incubation to allow for attachment, the cells were transfected with Lipofectamine^TM^ 2000 (Invitrogen, USA) and mimics/ inhibitors/ siRNA according to the manufacturer's instructions. Briefly, 100 nmol of siRNAs and 5 μL of Lipofectamine^TM^ 2000 were diluted in Opti-MEM (Invitrogen, USA) to a final volume of 800 μL. After mixing for 15 min at room temperature, the mixture was added dropwise onto the cells, and the cells were incubated at 37°C in a humidified CO_2_ incubator. Non-silencing siRNA with no known homology to rat genes was synthesized as a negative control (NC).

**Supplemental References**

Dean, W. L., Lee, M. J., Cummins, T. D., Schultz, D. J., & Powell, D. W. (2009). Proteomic and functional characterisation of platelet microparticle size classes. *Thromb Haemost*. 102, 711-718. https://doi.org/10.1160/TH09-04-243

Huang, K., Bao, H., Yan, Z. Q., Wang, L., Zhang, P., Yao, Q. P., et al. (2017). MicroRNA-33 protects against neointimal hyperplasia induced by arterial mechanical stretch in the grafted vein. *Cardiovasc Res.* 113, 488-497. <https://doi.org/10.1093/cvr/cvw257>

Humphries M. J. (2009). Cell adhesion assays. *Methods Mol Biol.* 522, 203-210. <https://doi.org/10.1007/978-1-59745-413-1_14>

Laffont, B., Corduan, A., Plé, H., Duchez, A. C., Cloutier, N., Boilard, E., et al. (2013). Activated platelets can deliver mRNA regulatory Ago2·microRNA complexes to endothelial cells via microparticles. *Blood*. 122, 253–261. <https://doi.org/10.1182/blood-2013-03-492801>

Liu, J., Fitzgerald, M.E., Berndt, M.C., Jackson, C.W., Gartner, T.K. (2006) Bruton tyrosine kinase is essential for botrocetin/VWF-induced signaling and GPIb-dependent thrombus formation in vivo. *Blood.*, 108, 2596-603. doi: 10.1182/blood-2006-01-011817.

Liu, Y.Y., Wong-Riley, M.T., Liu, J.P., Jia, Y., Liu, H.L., Jiao, X.Y., et al. (2002). GABAergic and glycinergic synapses onto neurokinin-1 receptor-immunoreactive neurons in the pre-Bötzinger complex of rats: light and electron microscopic studies. *Eur J Neurosci.* 16, 1058-1066. doi: 10.1046/j.1460-9568.2002.02163.x.

Schmittgen, T. D., and Livak, K. J. (2008). Analyzing real-time PCR data by the comparative C(T) method. *Nat Protoc*. 3, 1101-1108. <https://doi.org/10.1038/nprot.2008.73>

**Supplementary Tables**

**Supplementary Table 1.** The sequences of RNA fragments.

| **gene** | **Forward, 5'-3'** | **Reverse, 5'-3'** |
| --- | --- | --- |
| rno-eln-primer | AGACCTGGGTTTGGACTTTCTC | CGGCCACAAGATTTCCCAAAG |
| rno-col4a1-primer | CGCTGGTGCTGAAGGTTCTG | GGCGTGGGCTTCTTGAACATC |
| rno-col6a3-primer  rno-col16a1-primer | GCACCGAGCATCTAGTTCAACC  ACATTGGTGTTGGCATTGCAGG | GAAGTCCTCACAAGTCCCAGC  AATGCCTTGCTGGCCCATTG |
| rno-tnc-primer | CTCAGCCATCACCAACTGTGC | TACTCATGGCCCTTCCAGTG |
| rno-col12a1-primer | TGCCTGGAGAGAAAGGTGAAAG | ACCTGAGTTTCCTGGACGACC |
| rno-col8a1-primer | AAGAGTGGGCAAGGAAGTGG | CATTCCGTGACCTGGCAAACC |
| rno-col5a3-primer | TCTATCCGCTTCCAAGGGACC | AAAGAGGGTCTTCGCCTGTCC |
| rno-acan-primer | CCCTTGGGCAGAAGAAAGATCG | AGCCTGTGCTTGTAGGTGTTG |
| rno-col8a2-primer | CCCATGCAGAAAGGACCAGTG | GTCCATTGGCAGGATCGGTAG |
| rno-nox1-primer | ATGGCATCCCTTTACTCTGACC | AGGGACCATCCACCTCGATC |
| rno-ccl2-primer | CCTGCTGCTACTCATTCACTGG | TGATCTCACTTGGTTCTGGTCC |
| rno-il6-primer | TGGAGTTCCGTTTCTACCTGG | CCTTAGCCACTCCTTCTGTGAC |
| rno-tnf-primer | CCCACGTCGTAGCAAACCAC | GCAGCCTTGTCCCTTGAAGAG |
| rno-mocs1-primer | TCAGCAGGGACATTGTGGTG | GTGGGTAGAAGTTGGCACAGG |
| rno-mybph-primer | GCGTCACCTAAGCCCAAGATC | CTCCCACCTTTAACCTCCAACC |
| rno-glra4-primer | TGGCTGTATGCCTGCTGTTTG | GAAGCGGCCCTCTCTTATGATG |
| rno-rab6b-primer | CTTTCGACGTGTGGCATCAGC | TCAGAGAACATGGAGCCCATC |
| rno-capn9-primer | TCCACGGCCAGAGAATCAAG | CCAAGGGTTACGGACTCTGATG |
| rno-GAPDH-primer | TGAACTTGCCGTGGGTAGAG | GATGGTGAAGGTCGGTGTGA |
| rno-miR-92a-3p mimics | UAUUGCACUUGUCCCGGCCUG | GGCCGGGACAAGUGCAAUAUU |
| rno-miR-92a-3p inhibitor | CAGGCCGGGACAAGUGCAAUA |  |
| mimics NC | UUCUCCGAACGUGUCACGUTT | ACGUGACACGUUCGGAGAATT |
| Inhibitor NC | CAGUACUUUUGUGUAGUACAA |  |
| col8a1 siRNA-#1 | GCCAGCAAGUACCUCAUAUTT | AUAUGAGGUACUUGCUGGCTT |
| col8a1 siRNA-#2  col8a1 siRNA-#3 | CCCAGUAUAUGAAGGAAAUTT  GAGCCCAUGAUGUACACAUTT | AUUUCCUUCAUAUACUGGGTT  AUGUGUACAUCAUGGGCUCTT |
| siRNA NC | UUCUCCGAACGUGUCACGUTT | ACGUGACACGUUCGGAGAATT |
| rno-miR-92a-3p probe  Negative control probe | Biotin-CAGGCCGGGACAAGTGCAATA  Biotin-CAGTACTTTTGTGTAGTACAA |  |

**Supplementary Table 2.** Genes located as “Extracellular Space” in IPA analysis

**Supplementary Table 3.** “Molecular Function” of the “Extracellular Space” molecules (showed in Supplementary Table 2) was analyzed with UniProt and GO, which revealed the molecules involved in “extracellular matrix structural constituent” and “extracellular matrix organization & metalloendopeptidase activity”.

“#” in the table means “extracellular matrix structural constituent”; “*” in the table means “extracellular matrix organization & metalloendopeptidase activity”.

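The log2 fold change in this table compares the injured arteries with the contralateral arteries, so a positive value means more mRNA after injury, and the FDR is the p-value adjusted for the number of genes tested. The edgeR log2 fold changes had the sign of the table for all 61 molecules tested. Their median difference from the table's values was 0.015, and the largest difference was 0.112.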

**Supplementary Table 4.** All molecules correlated with “formation of extracellular matrix” in IPA.

| **Symbol** | **Location** | **Symbol** | **Location** |
| --- | --- | --- | --- |
| AKT1 | Cytoplasm | D-glucose | Other |
| DPYSL2 | Cytoplasm | fenofibrate | Other |
| Erm | Cytoplasm | hyaluronic acid | Other |
| PDCD6IP | Cytoplasm | Mn2^+^ | Other |
| SRC | Cytoplasm | PD 168393 | Other |
| UGCG | Cytoplasm | inhibitor | Other |
| YES1 | Cytoplasm | proteoglycan | Other |
| ADM | Extracellular Space | trichostatin A | Other |
| APOE | Extracellular Space | tyrphostin AG 1478 | Other |
| FN1 | Extracellular Space | Z-LLL-CHO | Other |
| HGF | Extracellular Space | CD44 | Plasma Membrane |
| Ins1 | Extracellular Space | CD9 | Plasma Membrane |
| PTX3 | Extracellular Space | CSF1R | Plasma Membrane |
| TNFAIP6 | Extracellular Space | FYN | Plasma Membrane |
| VCAN | Extracellular Space | ITGB1 | Plasma Membrane |
| CTNNB1 | Nucleus | PLAUR | Plasma Membrane |
| Mmp | Nucleus | ROR2 | Plasma Membrane |
| NR2E1 | Nucleus | SLC9A1 | Plasma Membrane |

**Supplementary Table 5.** The downstream molecules of the top 30 miRs expressed in pEVs were mainly related to “Cellular Movement” and “Cardiovascular System Development”.

| **Symbol** | **Location** | **Symbol** | **Location** |
| --- | --- | --- | --- |
| ADAMTS14 | Extracellular Space | KRAS | Cytoplasm |
| ADAMTS15 | Extracellular Space | LAMC1 | Extracellular Space |
| ADAMTS2 | Extracellular Space | let-7 | Cytoplasm |
| BCL2L11 | Cytoplasm | LOXL2 | Extracellular Space |
| BCL6 | Nucleus | LOXL4 | Extracellular Space |
| BSG | Plasma Membrane | MAP4K4 | Cytoplasm |
| CCKBR | Plasma Membrane | MAPKAP1 | Cytoplasm |
| Ccl9 | Extracellular Space | miR-122b-3p | Cytoplasm |
| CCN2 | Extracellular Space | MKNK1 | Cytoplasm |
| CCND1 | Nucleus | MKNK2 | Cytoplasm |
| COL1A1 | Extracellular Space | NEFM | Plasma Membrane |
| COL1A2 | Extracellular Space | NFIA | Nucleus |
| COL4A1 | Extracellular Space | NID1 | Extracellular Space |
| COL4A2 | Extracellular Space | NID2 | Extracellular Space |
| COL4A5 | Extracellular Space | OIP5-AS1 | Other |
| COL5A1 | Extracellular Space | OSBPL2 | Cytoplasm |
| COL5A2 | Extracellular Space | P3H1 | Nucleus |
| COL8A1 | Extracellular Space | p70 S6k | Cytoplasm |
| CRP | Extracellular Space | PAK1 | Cytoplasm |
| CRTAP | Extracellular Space | PDCD4 | Nucleus |
| Dst | Plasma Membrane | PDGFA | Extracellular Space |
| EIF4E | Cytoplasm | PDGFB | Extracellular Space |
| EPHA2 | Plasma Membrane | PHF6 | Nucleus |
| EZH2 | Nucleus | PIK3R1 | Cytoplasm |
| FBXO32 | Cytoplasm | PLEC | Cytoplasm |
| FBXW7 | Nucleus | PLK1 | Nucleus |
| GRM3 | Plasma Membrane | PLOD2 | Cytoplasm |
| GSK3B | Nucleus | PRC1 | Nucleus |
| HMGA2 | Nucleus | PRDM1 | Nucleus |
| HOXA1 | Nucleus | PTEN | Cytoplasm |
| HOXA11 | Nucleus | PTGS2 | Cytoplasm |
| HPAT5 | Other | RB1 | Nucleus |
| IKZF1 | Nucleus | RECK | Plasma Membrane |
| IL6 | Extracellular Space | SERPINB5 | Extracellular Space |
| IL6R | Plasma Membrane | SPARC | Extracellular Space |
| KMT5A | Nucleus | SPRY1 | Cytoplasm |
| TGFBR1 | Plasma Membrane | Tpm1 | Plasma Membrane |
| TGFBR2 | Plasma Membrane | TRIM63 | Nucleus |
| TIMP3 | Extracellular Space | TRPS1 | Nucleus |
| TLR3 | Plasma Membrane | VCAN | Extracellular Space |
| TOP2A | Nucleus | WEE1 | Nucleus |

**Supplementary Table 6.** Forty one of the 82 molecules (showed in Supplementary Table 5) formed a core network structure in the downstream molecules.

| **Symbol** | **Location** | **Symbol** | **Location** |
| --- | --- | --- | --- |
| BCL2L11 | Cytoplasm | KRAS# | Cytoplasm |
| BCL6 | Nucleus | LAMC1 | Extracellular Space |
| CCND1# | Nucleus | let-7 | Cytoplasm |
| COL1A1 | Extracellular Space | LOXL2 | Extracellular Space |
| COL1A2 | Extracellular Space | NID1 | Extracellular Space |
| COL4A1 | Extracellular Space | p70 S6k# | Cytoplasm |
| COL4A2 | Extracellular Space | PDCD4 | Nucleus |
| COL5A1 | Extracellular Space | PDGFA | Extracellular Space |
| COL5A2 | Extracellular Space | PIK3R1# | Cytoplasm |
| EPHA2 | Plasma Membrane | PLK1 | Nucleus |
| EZH2 | Nucleus | PRC1 | Nucleus |
| GSK3B# | Nucleus | PRDM1 | Nucleus |
| HMGA2 | Nucleus | PTEN# | Cytoplasm |
| HOXA11 | Nucleus | PTGS2 | Cytoplasm |
| HPAT5 | Other | RB1 | Nucleus |
| IKZF1 | Nucleus | TGFBR1 | Plasma Membrane |
| IL6 | Extracellular Space | TGFBR2 | Plasma Membrane |
| IL6R# | Plasma Membrane | TOP2A | Nucleus |
| Tpm1 | Plasma Membrane | WEE1 | Nucleus |
| TRPS1 | Nucleus |  |  |

“#” in the table means “molecules involved in the Akt signal pathway”.

**Supplementary Table 7.** Nineteen core seed sequences among the 30 miRs the top 30 miRs expressed in pEVs.

| **Seed Sequence**  **(5’ to 3’)** | **Synonym(s)** | **Seed Sequence**  **(5’ to 3’)** | **Synonym(s)** |
| --- | --- | --- | --- |
|  | let-7a-5p, let-7i-5p, let-7c-5p, | AGCUUAU | miR-21-5p |
| GAGGUAG | let-7g-5p, let-7d-5p, let-7b-5p, | UCACAUU | miR-23a-3p |
|  | let-7f-5p | UCAAGUA | miR-26a-5p, miR-26b-5p |
| GCAGCAU | miR-103-3p | GUAAACA | miR-30c-5p, miR-30d-5p |
| ACUAUGC | miR-12206-5p |  | miR-30a-5p |
| CACAGUG | miR-128-3p | UGGCCCU | miR-328-3p |
| ACCACAG | miR-140-3p | CCCUGUC | miR-339-5p |
| GAGAUGA | miR-143-3p | ACUAUAC | miR-3596a |
| CAGUGCA | miR-148a-3p, miR-148b-3p | AUGACAC | miR-425-5p |
| UAGACUG | miR-151-3p | GGAAGAC | miR-7a-5p |
| AACGGAA | miR-191-5p | AUUGCAC | miR-92a-3p, miR-25-3p |

**Supplementary Table 8.** The 19 core seed sequences (showed in Supplementary Table 7) that bind to different target gene mRNA 3'UTRs.

| **From Molecule(s)** | **To Molecule(s)** | **Resource** |
| --- | --- | --- |
| let-7a-5p | CCND1 | IPA |
| let-7a-5p | CCND1 | IPA |
| miR-143-3p | KRAS | IPA |
| miR-143-3p | KRAS | IPA |
| miR-21-5p | PIK3R1 | IPA |
| miR-21-5p | PTEN | IPA |
| miR-21-5p | PTEN | IPA |
| miR-21-5p | IL6R | IPA |
| miR-21-5p | PIK3R1 | IPA |
| miR-21-5p | PTEN | IPA |
| miR-23a-3p | IL6R | IPA  IPA |
| miR-23a-3p | IL6R |  |
| miR-26a-5p | PTEN | IPA |
| miR-26a-5p | GSK3B | IPA |
| miR-26a-5p | GSK3B | IPA |
| miR-26a-5p | PTEN | IPA |
| miR-7a-5p | p70 S6k | IPA |
| miR-7a-5p | p70 S6k | IPA |
| miR-92a-3p | PTEN | IPA |
| miR-92a-3p | CCND1 | IPA |
| miR-92a-3p | PTEN | IPA |
| miR-148a-3p | PTEN | doi: 10.1016/j.ijpara.2019.08.002. |
| miR-103-3p | PTEN | doi: 10.26355/eurrev_201812_16625. |
| miR-23a-3p | PTEN | doi: 10.1186/2047-9158-3-4. |
| miR-425-5p | PTEN | doi: 10.18632/oncotarget.15958. |
| miR-328-3p | PTEN | doi: 10.26355/eurrev_201810_16043. |
| miR-7a-5p | PTEN | doi: 10.1016/j.jaut.2020.102440. |
| miR-128-3p | PTEN | doi: 10.1007/s13277-017-5487-6. |
| miR-140-3p | PTEN | doi: 10.1016/j.ejphar.2019.03.034. |
| let-7a-5p | KRAS | doi: 10.1002/cam4.279. |
| miR-140-3p | CCND1 | doi: 10.26355/eurrev_201912_19678. |
| miR-143-3p | CCND1 | doi: 10.1177/1010428317711312. |
| miR-23a-3p | CCND1 | doi: 10.1158/0008-5472.CAN-17-1262. |
| miR-425-5p | CCND1 | doi: 10.1038/leu.2012.302. |
| miR-7a-5p | CCND1 | doi: 10.1049/iet-syb.2019.0025. |
| miR-21-5p | GSK3B | doi: 10.1074/jbc.M116.772392 |
| miR-7a-5p | GSK3B | doi: 10.1049/iet-syb.2019.0025. |
| miR-30c-5p | IL6R | doi: 10.1590/1414-431X20176246. |

**Supplementary Table 9.** The sequences of synthesized PTEN 3’UTR (wild type, WT) and mutated PTEN 3’UTR for dual luciferase reporter assay. The differences between the WT and the mutated are shown in red.

| **Name** | **Sequence** |
| --- | --- |
| PTEN WT | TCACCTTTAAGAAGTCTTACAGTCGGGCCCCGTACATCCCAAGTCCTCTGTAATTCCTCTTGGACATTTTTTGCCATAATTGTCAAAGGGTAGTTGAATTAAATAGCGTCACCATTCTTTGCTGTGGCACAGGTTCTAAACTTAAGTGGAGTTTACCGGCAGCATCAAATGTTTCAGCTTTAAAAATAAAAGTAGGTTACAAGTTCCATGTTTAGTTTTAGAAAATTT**GTGCAATA**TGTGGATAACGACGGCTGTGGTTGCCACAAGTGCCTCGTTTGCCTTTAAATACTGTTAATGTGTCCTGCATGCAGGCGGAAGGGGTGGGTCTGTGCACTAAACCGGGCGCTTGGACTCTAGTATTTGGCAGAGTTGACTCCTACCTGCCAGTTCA |
| PTEN mutated | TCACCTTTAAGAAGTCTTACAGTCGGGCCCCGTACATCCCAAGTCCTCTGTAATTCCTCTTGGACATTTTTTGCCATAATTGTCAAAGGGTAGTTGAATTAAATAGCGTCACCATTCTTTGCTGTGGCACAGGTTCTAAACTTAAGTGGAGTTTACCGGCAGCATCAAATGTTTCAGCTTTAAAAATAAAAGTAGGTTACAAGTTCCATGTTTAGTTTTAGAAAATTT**CACGTTAT**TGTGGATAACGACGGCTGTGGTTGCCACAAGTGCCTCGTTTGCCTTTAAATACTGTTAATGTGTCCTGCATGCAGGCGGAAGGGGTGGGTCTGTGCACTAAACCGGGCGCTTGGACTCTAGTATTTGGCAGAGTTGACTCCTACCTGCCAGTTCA |

**Supplementary Figures**

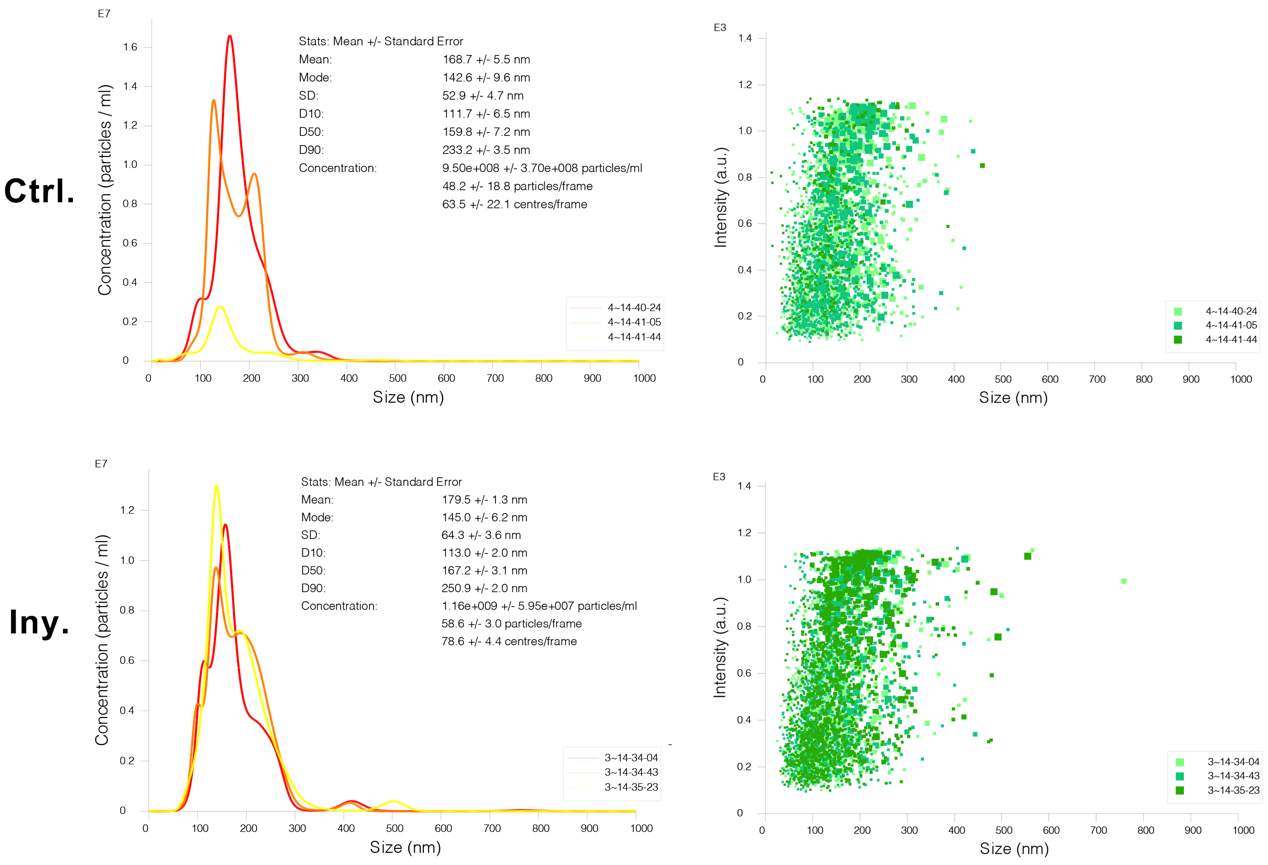

**Supplementary Fig. 1**. Nanoparticle tracking analysis (NTA) was used to examine the concentration and size of the circulating EVs in the control group and intimal injury group.

***
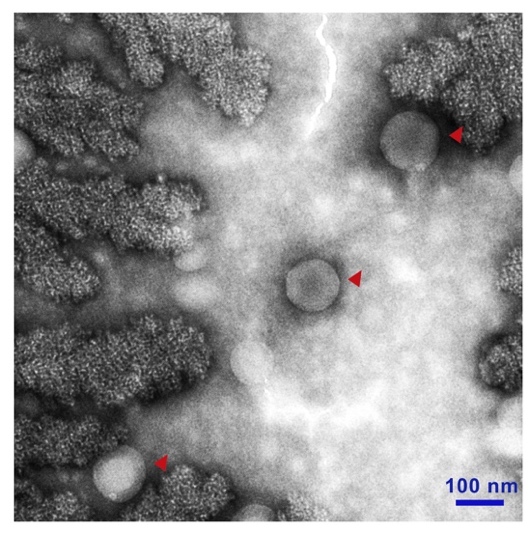
***

**Supplementary Fig. 2.** Transmission electron microscopy (TEM) was used to detect the isolated pEVs. The red arrow indicates the pEVs. Scale bar = 100 nm.

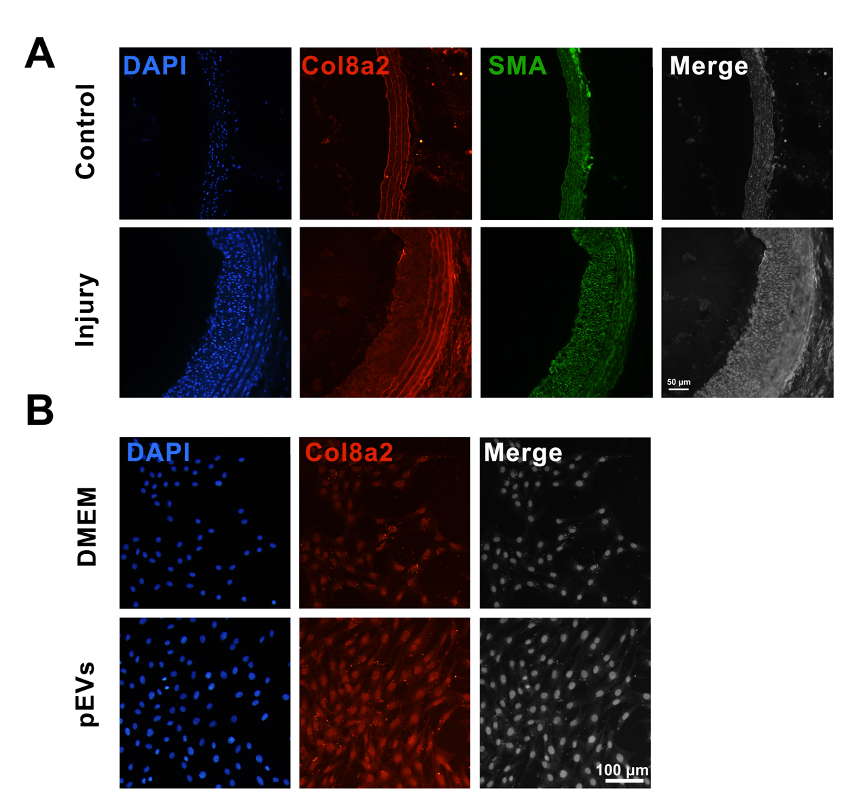

**Supplemental Fig. 3. Immunofluorescence staining was used to detect the expression of Col8a2 in intimal injury *in vivo* or pEVs stimulated VSMCs *in vitro*.** The results showed that the fluorescence intensity of Col8a2 increased significantly in intimal injury **(A)** and VSMCs stimulated with pEVs **(B)**, while most fluorescence signals were located in the nucleus. Green was SMA staining (VSMCs), red was Col8a2 staining, and blue was nuclei staining by DAPI (A: Bar = 50 μm, B: Bar = 100 μm).

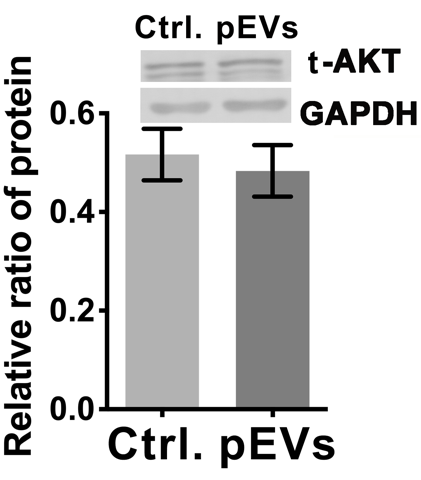

**Supplemental Fig. 4.** Western blotting was used to measure the expression of total Akt in VSMCs. The values are shown as the mean ± SD (n = 4 biological replicates).

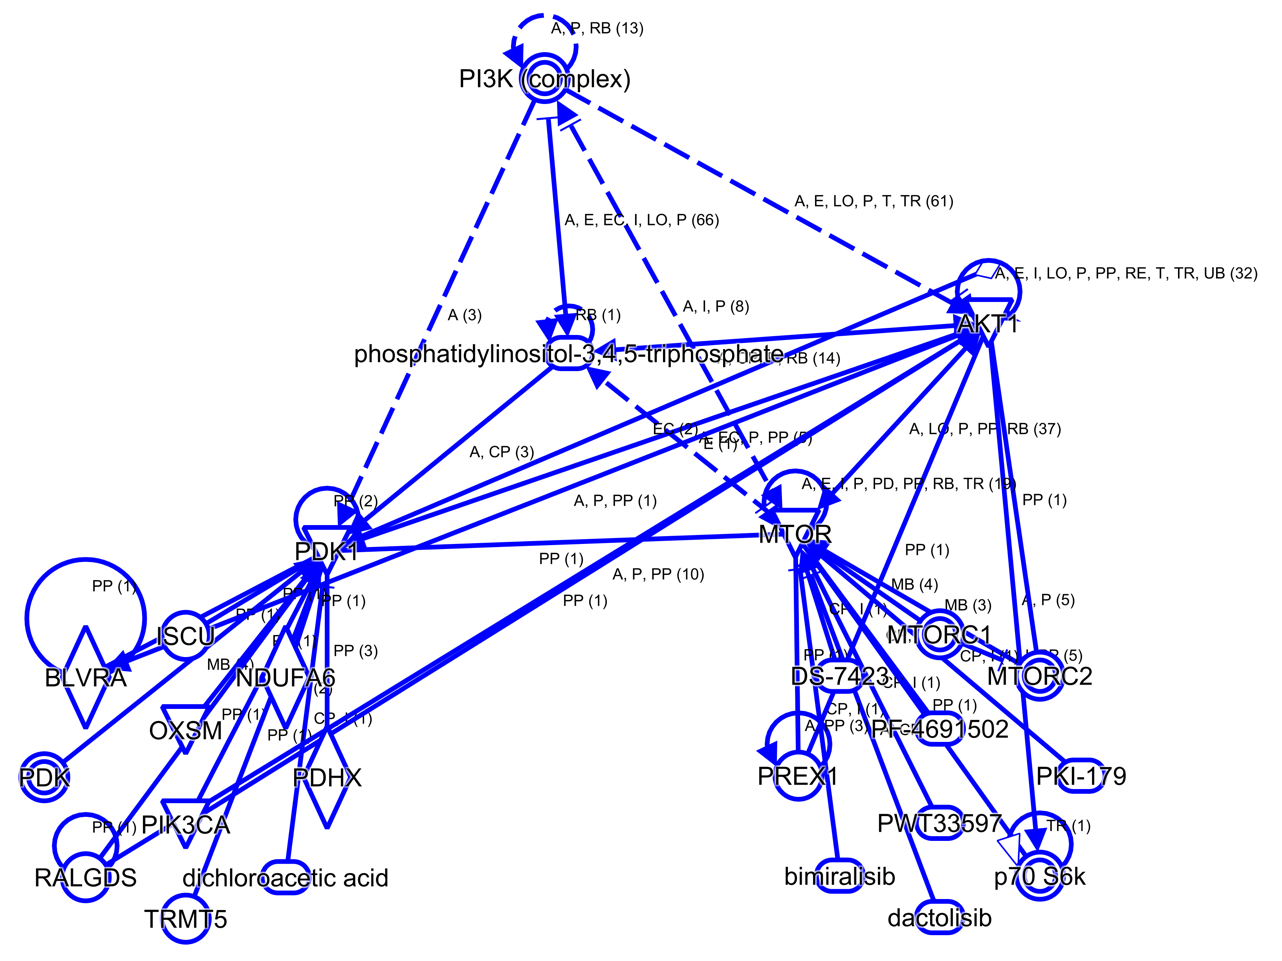

**Supplemental Fig. 5.** IPA software was used to analyze related molecules with PI3K, PIP3, Akt, PDK1 and mTOR.

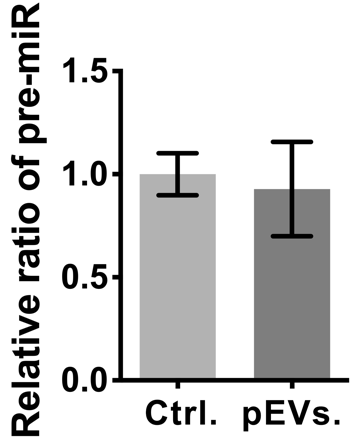

**Supplemental Fig. 6.** Real‐time RT-PCR was used to measure the expression of pre-miR-92a-3p in response to pEV stimulation *in vitro*. The values are shown as the mean ± SD (n = 4 biological replicates).

**
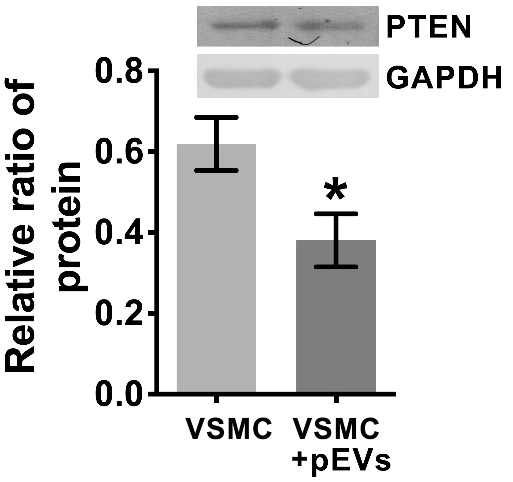
**

**Supplemental Fig. 7. Western blotting was used to detect the expression of PTEN in VSMCs.** PTEN was significantly repressed after pEVs stimulation for 24 h. Values were shown as the mean ± SD, * *P* < 0.05 *vs.* control (n = 4 biological replicates).

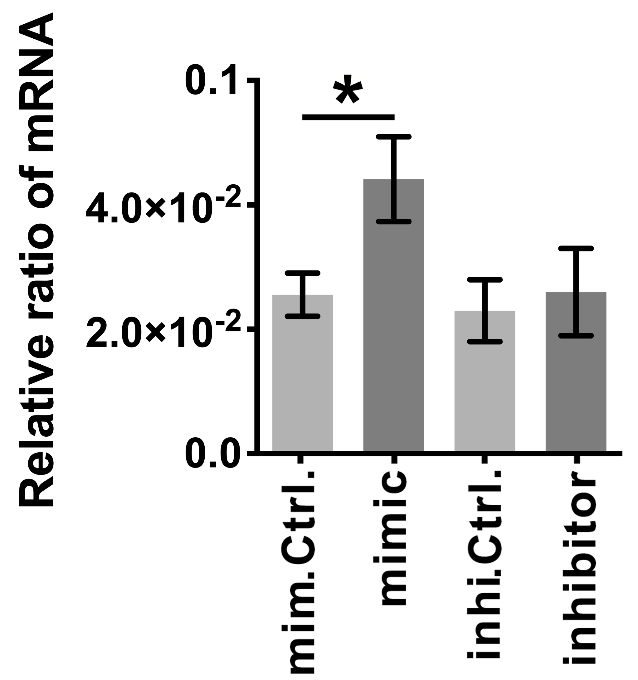

**Supplemental Fig. 8. QPCR was used to detect the mRNA expression of col8a1 in VSMCs.** In VSMCs, miR-92a-3p mimics increased the mRNA expression of col8a1. Values were shown as the mean ± SD, * *P* < 0.05 *vs.* control (n = 4 biological replicates).

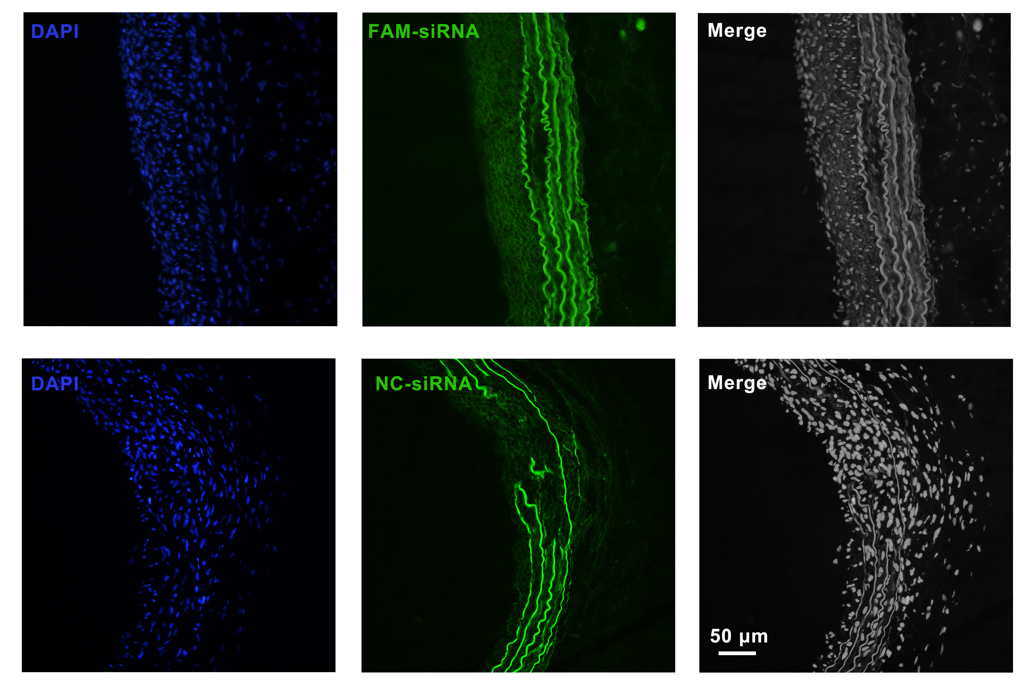

**Supplemental Fig. 9. Col8a1 small interference RNA (siRNA) was injected after intimal injury to knockdown Col8a1.** Green was si-RNA staining (FAM-siRNA) and nuclei staining was shown in blue by DAPI (Bar = 50 μm).

***
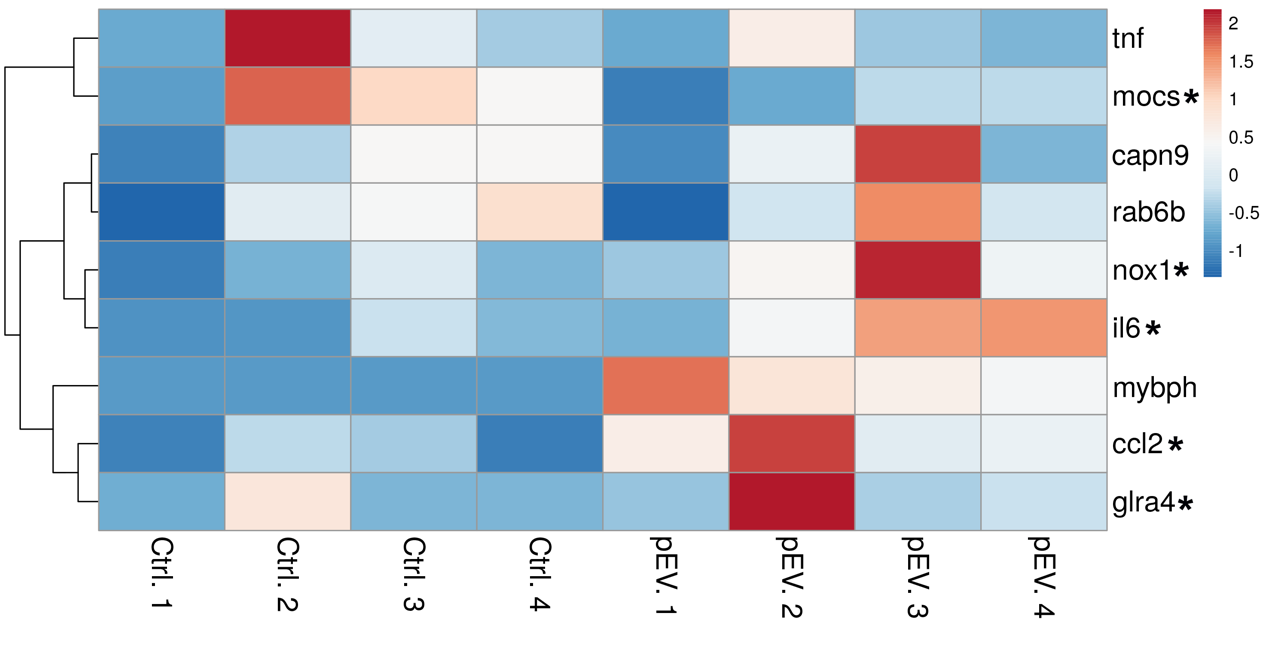
***

**Supplemental Fig. 10.** Real‐time RT-PCR was used to measure the expressions of 9 molecules that participate in inflammatory response, oxidative stress and arterial stiffness. The pEV stimulation group was compared with the control group. The values are shown as * *P* < 0.05 *vs.* control (n = 4 biological replicates).

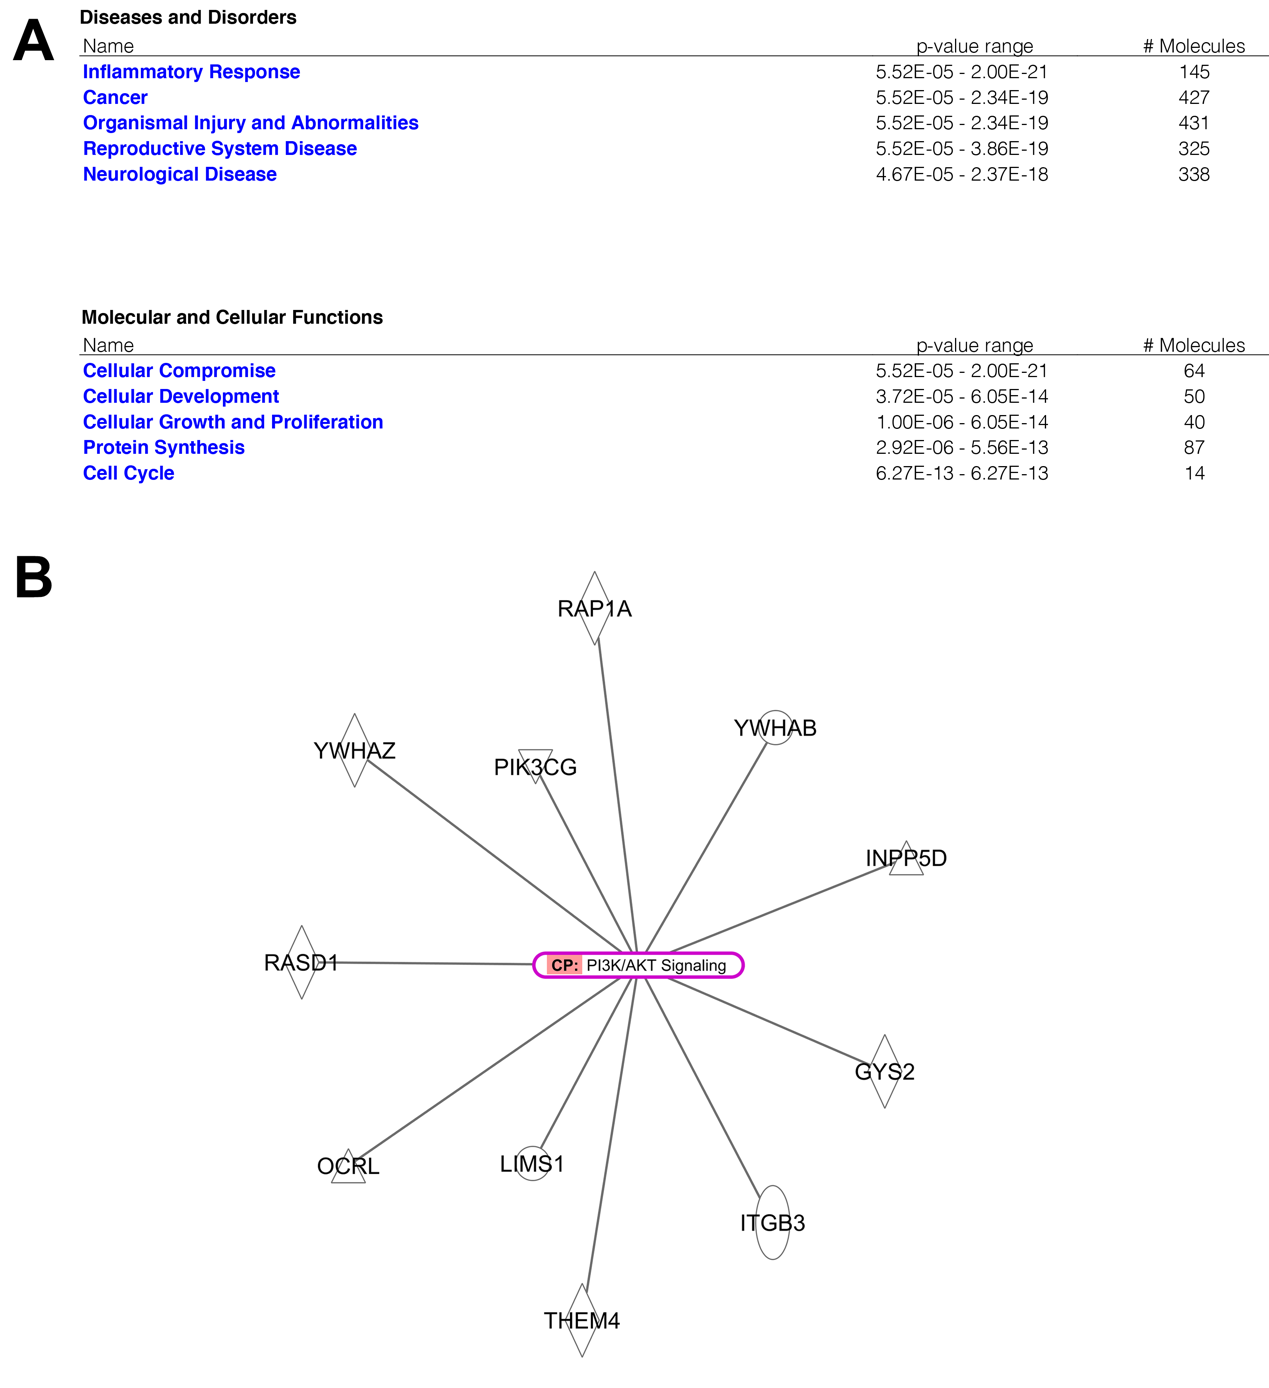

**Supplemental Fig. 11.** IPA software was used to analyze the function **(A)** and molecules involved in PI3K/Akt signaling **(B)** based on the proteomic datas in pEVs (Dean et al., 2009).

How the deposited data were processed for this re-analysis (not part of the article)

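mRNA was sequenced from 4 injured carotid arteries and 4 contralateral control arteries of rats, 2 weeks after intimal injury. The authors deposited raw counts per gene, and the paper's text names no aligner, counting tool, genome build or strand for them, so genes with near-identical copies or overlapping genes are uncertain. All count columns were assigned to arteries by their labels. The replicate number comes from the labels, and the paper states that the undamaged carotid artery served as the self-control, so same-numbered arteries were treated as a possible pair in an alternative fit.

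Counts of 37209 genes were read without change. With edgeR 4.0.16 in R 4.3.3, filterByExpr kept 14359 genes, TMM factors were computed, and the quasi-likelihood test compared the 4 injured with the 4 control arteries without a covariate. Genes were called at an FDR under 0.05 and a fold change above 2. Standard errors of log2 fold changes were taken from the F statistic. CPM values of single genes with a mean and SD, and those of the figure, use the TMM factors. The floor of 3 counts, the lower bounds of folds and the comparisons of marker gene levels between single libraries use the total counts without these factors, except that the contractile smooth muscle ratio and the mean log2 CPM of the sympathetic marker genes use them. Marker gene sets were compared with camera of limma 3.58.1 on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01, for sets with at least 3 genes tested. The tests were also tested on simulated data. Of 200 genes changed by a factor of 4, edgeR recovered 77% (14126 genes tested), edgeR with the replicate block 58% (14126 genes tested) and DESeq2 93.5% (14359 genes tested). On the arteries DESeq2 tested 23447 genes, so the simulation does not cover all of them. The changed genes were drawn from those above a CPM limit, with no library set apart and no effect of the rat. The recovered shares therefore do not cover genes with few counts, and the replicate block had no pairing to gain from. Of 41 simulated sets, the 1 raised set was called and 0 of the others, but among other splits of the 8 arteries the same test called at least 1 marker set in 33 of 34. Many of those splits keep most of each group together and so retain part of the injury contrast.

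The alternatives were DESeq2 1.42.0, RLE and upper-quartile factors, library totals only, the 10 genes with the most counts left out, no filter, at least 10 counts in every sample, the replicate block with TMM or upper-quartile factors, each artery left out in turn, the FDR alone, a test against a fold change of 2, and for the sets an estimated inter-gene correlation. A covariate for sympathetic marker genes was added after the data were seen.

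Lists of genes were taken from Supplementary Tables 2, 3 and 4 and matched by symbol without regard to case, then by synonyms of the GRCr8 annotation, from which no coordinates were used. Genes named individually are the 10 molecules of Figure 3B, genes of Supplementary Tables 3 and 4 that the paper names, whose call differs or that have the 3 largest or 3 smallest log2 fold changes, the 5 largest rises and 5 largest falls among called genes without overlap between the groups and with an average log2 CPM above 1, and marker genes. This rule, the designs, the other alternatives and the marker lists were set before the data were examined. The list of sympathetic marker genes was not, and Ptx3, Ror2, Pik3cg, Il6r, Ccnd1 and Dbh were picked for naming after their values were seen. Genes with sites for miR-92a-3p were not analysed here. The floor of 3 counts was 0.18 to 0.262 CPM. The microRNA sequencing was not used here.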

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

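All tests of explanations in this part were chosen after the results they concern had been seen. Among 76 groups of 4 arteries examined, 13 had an artery whose gap to the nearest of the others exceeded Dixon's 95% critical value as a share of the whole range, where chance gives about 3.8.

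Control artery 4 was that artery in 9 of the 13. The ratio of gap to range was 0.849 for Eln (7494 CPM against 20190 in the nearest control), 0.927 for Col4a1, 0.981 for Col19a1, 0.851 for PCOLCE2, 0.991 for Plaur, 0.957 for Apoe (1183 against 251 CPM) and 0.879 for Hs3st2. It was 0.884 for the share of counts in the 10 genes with the most counts and 0.915 for the mean log2 CPM of the sympathetic marker genes, 10.49 in control artery 4 against 0.718 in the nearest control. A candidate explanation is RNA from a sympathetic ganglion near the carotid artery. The median marker gene was 1002.4 times as high in control artery 4 as in the highest other control, but the list was written because these genes stood out there, so this cannot decide it. The median of 15 neuron and Schwann cell markers from lists written beforehand was 1.24 times as high there as in the highest other control, but the lists went apart. Of the 7 neuron markers, 5 were more than 3 times as high, with a median ratio of 11.6, and Syt1 was at 1857 CPM against at most 0.53. Of the 8 Schwann cell markers, 1 was, with a median ratio of 0.74. The lists themselves were written beforehand. Taking the ratio over neuron markers alone was chosen after the values were seen, so the 11.6 cannot decide either. The total of 14616448 counts lay within the range of the other libraries. Of the 100 genes most raised by injury in the fit without this artery, 12 were closer to the injured mean there, whereas in a mislabelled sample most would be. Over all genes, however, its log2 CPM correlated best with injured artery 3, at 0.917. That artery had the next highest mean log2 CPM of the sympathetic marker genes, 8.625. Control artery 4 correlated at 0.83 to 0.852 with the other controls and at 0.769 to 0.832 with the other injured arteries. On the first principal component it lay at 58.24, among the injured arteries (24.45 to 82.88) and away from the other controls (-86.74 to -63.46), and on the second at 120.23, above every other library (-75.22 to 15.83). The 10 genes with the most counts took 8.18% of its counts, less than in the other libraries. Ganglion RNA therefore remains a hypothesis. All of these explanations are technical, and the design gives no biological one to test for a single artery.

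The remaining ratios have no common artery. Col8a1 gave 0.864 in the injured arteries (704.8 CPM in injured artery 2 against 348) and LOC102548083 gave 0.863 in the injured arteries. Tnn and Ccl9 gave 1.0 because a single control had 1 count and the others had 0. No explanation was tested for these.

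Some sets of marker genes for cell types and for proliferation, for which the paper's results give no summary of the sequencing, differed after injury. The set test called as many as 8 sets in other splits of the arteries. Many of those splits keep most of each group together and so retain part of the injury contrast. In the splits that part no same-numbered pair, which balance injury between the sides, it called 3, 1 and 0 sets. Sets were thus called without an injury contrast too, so a single call carries little weight on its own. The median log2 fold change was 2.303 for macrophage genes, 3.034 for proliferation genes, 5.862 for skeletal muscle genes, 1.872 for T cell genes and 1.559 for Schwann cell genes. It was 3.05 for cartilage genes, 7 of 9 of them higher, and 0.52 for fibrillar collagen genes, 8 of 11 of them higher, and both sets were called. Supplementary Table 3 holds several genes of both sets, among them Acan, Col2a1 and Col5a3. These set calls therefore partly repeat the paper's calls on the same arteries. Some macrophage genes are likewise in Supplementary Table 2. The fibrillar collagen set was not called in several alternatives, among them library totals only and the fit without control artery 4. With at least 10 counts in every sample, 3 skeletal muscle genes remained, with a median of 1.371, and 4 Schwann cell genes, with 0.933. The skeletal muscle, Schwann cell and cartilage sets were not called there, at an adjusted p of 0.0748, 0.13 and 0.209 from limma's camera test. Contractile smooth muscle genes were called lower, with a median of -1.35 and 0 of 10 higher, and 1 of 10 in several alternatives, among them library totals only. Without control artery 4 the lower of the macrophage and proliferation medians was 2.33 and the skeletal muscle median was 6.12, so that artery does not account for them. For library size, 2 injured libraries had totals above every control, and the other 2, at 13389945 and 11459632 counts, had totals below every control. In both of these smaller libraries, 10 of 11 macrophage genes and 9 of 9 proliferation genes lay above every control. Infiltrating and dividing cells after injury are a hypothesis. The 9 muscle genes ranked the injured arteries in nearly one order (Kendall's W 0.92). Muscle carried along with the injured artery may explain this, but a muscle programme in the artery's own cells would give one order too, so the value of 0.92 cannot tell them apart. Without control artery 4, the median was 1.45 for T cell genes and 1.75 for Schwann cell genes, and both sets were called.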

How the results depend on the processing

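Under some of the alternatives, the number of differentially expressed genes moved by more than 1.5 times. It was 1007 (715 upregulated) with at least 10 counts in every sample, 661 (600 upregulated, 61 downregulated) when tested against a fold change of 2 and 2468 (918 downregulated) with the FDR alone, against 1562 (1193 and 369). With the replicate block it was 1187, with 234 downregulated, and 169 were downregulated with the block and upper-quartile factors. With each artery left out in turn it ranged from 1142 to 2398 genes, from 945 to 1817 upregulated and from 197 to 581 downregulated, and the highest of each came without control artery 4. With library totals only, the share of upregulated genes was 85.1% against 76.4%, and the median of all genes moved by 0.175 on the log2 scale. DESeq2 called 2151 genes. With the sympathetic marker score as a covariate, chosen after seeing the data, 657 genes were downregulated.

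Against a fold change of 2, 77 extracellular space genes, 31 ECM molecules, 5 of the 10 structural molecules, 2 formation of extracellular matrix genes and 1 Akt signaling gene were called. The formation list gave 8 with the FDR alone and from 3 to 7 with one artery left out. Marker sets numbered 8 of 14, with and without the replicate block, 3 of the 11 that could be tested with at least 10 counts in every sample, and 0 of 14 with the inter-gene correlation estimated, where 2 had an unadjusted p under 0.05. Col8a1 was called in the DESeq2, scaling, filter, block and leave-one-out fits, with a log2 fold change from 2.47 to 3.03. The cause of these changes was not tested. Of 581 comparisons of single genes with an alternative, 34 lost a call and 6 gained one.

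The sets with a site for miR-92a-3p were not run, since no 3'UTR sequences were used here.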

Differences from the paper's values

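The log2 fold changes of the 61 molecules of Supplementary Table 3 tested with edgeR differed from the paper's by at most 0.112, and none of the counts of molecules differed by more than 1.5 times.

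The paper counts Eln, Col2a1 and Mmp3 among the differentially expressed molecules, and the edgeR test did not call them. For Eln the adjusted p was 0.0753 against the paper's 0.00438. Eln was called with DESeq2 (0.00415), with library totals only (0.0323), without control artery 4 (0.0145) and with the sympathetic marker score as a covariate (0.00195), the last chosen after seeing the values. Over the alternatives set before the data were examined, the adjusted p of Eln from tests against no change ranged from 0.00415 to 0.24. The 0.00415 came from DESeq2 and the 0.24 from edgeR with the replicate block and upper-quartile factors. In edgeR's test against a fold change of 2 it was 0.99. Col2a1 was called with DESeq2 (0.0375) and without control artery 4 (0.0465). Its adjusted p ranged up to 0.321 in edgeR's tests against no change and was 0.596 against a fold change of 2. Mmp3 was called with DESeq2 (0.000554), without control artery 4 (0.0462) and without injured artery 1 (0.0132), and its adjusted p was up to 0.1 where it had enough counts. DESeq2 also called 229 extracellular space genes and all 62 molecules of Supplementary Table 3, where edgeR called 181 and 59. These lists came from the paper's DESeq calls on the same arteries, so the DESeq2 calls are no independent check. Supplementary Table 2 holds 236 symbols and Supplementary Table 3 holds 62, 42 of them for organization and metalloendopeptidase activity, each fewer by 1 than the number in the paper's text.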

Other observations

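Of the tests in this part, the pairing test and the counts of other splits were set before their results were seen, and the others after.

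Each of the other splits of the 8 arteries into 4 and 4 called 0 genes, with 37 to 2915 genes at an unadjusted p under 0.05, whereas the real split called 1562, with 4472 genes at an unadjusted p under 0.05. Of the 8 splits that part all same-numbered pairs, 1 gave as many differentially expressed genes, extracellular space genes, ECM molecules, structural molecules, formation of extracellular matrix genes and Akt signaling genes, namely the real one. With 8 splits the share cannot fall under 0.05, so chance cannot be excluded by this count alone. For the marker sets, 2 of the 8 splits gave as many sets, and 4 of all 35 did. Of the 34 other splits, 33 gave at least 1 set, with a median of 4 and at most 8. Many of these splits keep most of each group together, so their counts can hold part of the injury effect. The splits that part no same-numbered pair balance injury between the sides, and they gave 3, 1 and 0 sets. A single set called with the fixed inter-gene correlation is therefore still weak evidence for an effect of injury. The splits outside those 8 leave some same-numbered pairs together.

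Whether replicate numbers name the rat was tested with 20 RT1 genes, the rat major histocompatibility complex. Their deviations correlated at 0.485 on average between same-numbered arteries, and of the 24 possible pairings 1 reached that value, the labelled one. This is consistent with same-numbered arteries coming from the same rat, although reads shared between similar RT1 genes were not tested for. Over all genes the same average was -0.046.

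In control artery 4 the median contractile smooth muscle gene was at 0.40 of the mean of the other controls, which may reflect dilution of arterial RNA by RNA from other cells. Without this artery the log2 fold change was lower for 44 of 61 molecules of Supplementary Table 3, counted with its sign. These were 35 of the 52 with a positive value and 9 of the 9 with a negative one. It was lower for 7 of the 10 structural molecules.

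Injured artery 3 also held sympathetic marker genes, with 6696 counts of Dbh against 48101 in control artery 4 and at most 11 in the other controls. Injured artery 1 held fewer, with 591 counts of Dbh and a mean log2 CPM of 4.82 over the marker genes, against 1.445 and 0.465 in the remaining injured arteries. Across the marker genes with more than 3 counts in control artery 4 and injured artery 3, which are not independent replicates, the levels in control artery 4 and injured artery 3 correlated with a Spearman rho of 0.60. The same source may be present in both, but the list was chosen on these libraries, so the rho of 0.60 cannot decide it.

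Among called genes without overlap between the groups, the largest rises were those of Tnn, Myh8, Ccl9, Myh1 and Mmp12. Against the floor of 3 counts Tnn was at least 292.7-fold, Ccl9 at least 88.1-fold and Myh8 at least 56.6-fold higher. The largest falls were those of Mmp27, LOC102548083, Hif3a, LOC102553373 and Hs3st2, with log2 fold changes of -4.52, -4.20, -3.91, -3.84 and -3.53. Hs3st2 had 10.63 CPM in control artery 4 and 0.86 to 2.05 CPM in the other controls, so the size of its fall depends on that artery.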
